# Mitochondrial stress-induced H4K12 hyperacetylation dysregulates transcription in Parkinson’s disease

**DOI:** 10.3389/fncel.2024.1422362

**Published:** 2024-08-12

**Authors:** Minhong Huang, Huajun Jin, Vellareddy Anantharam, Arthi Kanthasamy, Anumantha G. Kanthasamy

**Keywords:** mitochondrial dysfunction, Parkinson patients, acetylation, biomarker, aging, epigenomics

## Abstract

Aberrant epigenetic modification has been implicated in the pathogenesis of Parkinson’s disease (PD), which is characterized by the irreversible loss of dopaminergic (DAergic) neurons. However, the mechanistic landscape of histone acetylation (ac) in PD has yet to be fully explored. Herein, we mapped the proteomic acetylation profiling changes at core histones H4 and thus identified H4K12ac as a key epigenomic mark in dopaminergic neuronal cells as well as *in* MitoPark animal model of PD. Notably, the significantly elevated H4K12ac deposition in post-mortem PD brains highlights its clinical relevance to human PD. Increased histone acetyltransferase (HAT) activity and decreased histone deacetylase 2 (HDAC2) and HDAC4 were found in experimental PD cell models, suggesting the HAT/HDAC imbalance associated with mitochondrial stress. Following our delineation of the proteasome dysfunction that possibly contributes to H4K12ac deposition, we characterized the altered transcriptional profile and disease-associated pathways in the MitoPark mouse model of PD. Our study uncovers the axis of mitochondrial impairment-H4K12ac deposition-altered transcription/disease pathways as a neuroepigenetic mechanism underlying PD pathogenesis. These findings provide mechanistic information for the development of potential pharmacoepigenomic translational strategies for PD.

## Introduction

Parkinson’s disease (PD) is a progressive neurodegenerative disorder with major etiological association with aging and environmental risk factors. Approximately 10 million patients worldwide suffer from PD’s long-term economic and psychological burden, with roughly 60,000 more diagnosed in the U.S. each year. Epidemiology reports demonstrate a dramatically increasing trend worldwide in PD prevalence (Liu et al., 2016; Savica et al., 2016). Despite accumulating evidence pointing out that PD is a major societal concern, some current healthcare systems are in capable of meeting the projected needs of PD patients (Chen, 2016).

PD symptoms include both motor (e.g., bradykinesia, resting tremor, rigidity) and non-motor dysfunction (e.g., hyposmia, sleep disorders, depression, constipation, early satiety, and excessive sweating) (Sveinbjornsdottir, 2016; Schapira et al., 2017). So far, PD has no cure, and the current treatment is solely to abate symptoms. It is important to advance our understanding of pathological events in irreversible brain deterioration and to untangle the complex gene-environment interactions contributing to neurodegeneration. Epigenetic regulation has been implicated to play an essential role in modulating the risk and progression of PD (Song et al., 2010, 2011; Huang et al., 2022). The dynamic nature of epigenetic marks is exemplified by their ability to integrate the memory of chronic exposure to environmental stimuli into the genome. Clinically, epigenetic marks represent potentially tractable targets for PD treatment (Gräff and Tsai, 2013; Hegarty et al., 2016; Hwang et al., 2017; Jakubowski and Labrie, 2017; Berdasco and Esteller, 2019), especially for expanding the opportunities for precise personalized PD treatments tailored to individualized epigenomic profiles. Employing such pharmacoepigenomics could improve the predictability of epigenetic-based variation in individual drug response (Majchrzak-Celińska and Baer-Dubowska, 2017; Peedicayil, 2019). Recently, several cohorts of PD patients have demonstrated detectable alterations in epigenomic modifications from more accessible tissue, e.g., blood and saliva (Henderson-Smith et al., 2019; Nabais et al., 2021), further supporting the potential feasibility of pharmacoepigenomic approaches.

Few histone (H) acetylation (ac) analyse with a limited number of PD patients have been reported (Gebremedhin and Rademacher, 2016; Park et al., 2016; Toker et al., 2019) showing changes in specific acetylation sites from either midbrain tissues, primary motor cortex, or prefrontal cortex. A recent publication collected peripheral blood samples from 1,474 PD patients and 1,456 healthy controls for investigating the pathological role of dysfunctional mitochondrial metabolism. The study showed that mitochondrial aconitase 2 (ACO2) deficiency in TCA cycle increases vulnerability to PD by dysregulating histone aceytlation-mediated transcription of autophagy genes (Zhu et al., 2023). Mounting evidence highlights a pathological imbalance between histone acetylation-mediated histone acetyl transferease (HAT) and deacetylation by histone deacetylase (HDAC) in PD models, through which gene expression is dysregulated and downstream function is subsequently altered in DAergic neurons (Song et al., 2010; Labbé et al., 2016). Our recent study characterizing the important role of H3K27ac in the pathogenesis of PD links H3K27ac to mitochondrial dysfunction and subsequent changes in promoter modification and gene expression (Huang et al., 2021). However, the exact acetylation patterns of core histones H4 and their molecular mechanism in PD have yet to be defined. Therefore, the current study focuses on the PD-associated acetylation of core histone H4 to explore its potential epigenetic mark signature using cell and animal models and then correlate with human substantia nigra (SN) tissue, the hallmark brain region of PD neuropathology.

As such, we first used a genome-wide proteomic acetyl-site screening method to identify the dominant acetylation site on histone H4 that is sensitive to mitochondrial dysfunction induced by rotenone in DAergic neuronal N27 cells. Next, to examine how the identified H4 acetylation site responded in other experimental PD cell models, the MPTP analogue paraquat and another mitochondrial complex I inhibitor, pyridaben, were administered to N27 cells (Charli et al., 2016). Additionally, an N27 cell model stably expressing a mitochondrial transcription factor A (TFAM) knockdown (TFAM KD) was also used. MitoPark mice, a transgenic mouse model of PD that progressively develops mitochondrial dysfunction (Ekstrand and Galter, 2009), and the substantia nigra of postmortem human PD brains were then characterized for the accumulation of the identified H4 acetylation site. Our findings show significant elevation of H4K12ac deposition along with dysregulation of HAT and HDAC in both chemical-induced and CRISPR-mediated mitochondrial dysfunction in cell models as well as MitoPark mouse model and postmortem human PD brains, demonstrating the potentially important role of H4K12ac in the pathophysiology of PD.

## Materials and methods

### Chemicals and reagents

Fetal bovine serum (FBS), rotenone, pyridaben, and paraquat were purchased from Millipore Sigma. RPMI, L-glutamine, penicillin, streptomycin, IR-dye-tagged secondary antibodies, Hoechst nuclear stain, and other cell culture reagents were ordered from Invitrogen. The Bradford protein assay kit was purchased from Millipore, the Phalloidin antibody from Thermo Fisher Scientific, protease and phosphatase inhibitor cocktail from Life Technologies, acetylation inhibitor cocktail from Santa Cruz, cell viability assay (Cat# G3580) and chymotrypsin-like and caspase-like proteasome activity assay kits (Cat# G8661 and G8861) from Promega.

### AcetylScan proteomic profiling

The AcetylScan proteomic profiling followed our standard protocol (Huang et al., 2021). For each sample, at least 10 T175 flasks of N27 DAergic neuronal cells of the same cell passage were grown with a seeding density of 6 × 10^6^ cells/mL. Cells were collected and inspected by microscopy at 70% confluency. Following treatment with 1 μM rotenone for 3 h, cell harvesting proceeded until 10 flasks of cells had been harvested. Adherent cell cultures were washed with 10 mL of 4°C PBS. After pipetting off all PBS, 10 mL of urea lysis buffer (ULB) (20 mM HEPE pH 8.0, 9.0 M Pierce Sequanal grade urea, (Cat. No. #29700, Cell Signaling), 1 mM sodium orthovanadate (activated), 2.5 mM sodium pyrophosphate, and 1 mM beta-glycerol-phosphate) were added to flask#1 before scraping off the cells. For the remaining 9 flasks, steps were the same except the ULB came from the previous flask (e.g., flask #2 used ULB containing proteins from flask#1). Protein was digested and desalted using pre-conditioned C18 solid phase extraction. Peptides were then eluted from antibody beads with 50 μL of 0.15% trifluoroacetic acid (TFA), and completely dried by lyophilization. Next, peptides were resuspended and enriched by motif anti-Kac antibodies noncovalently coupled to protein A agarose beads and triple-washed with 1.5 mL buffer (Cat. No. #13416, Cell Signaling). After immunoprecipitation of beads, the resin was washed and peptides were eluted from it. Peptide fractions were analyzed by online nanoflow liquid chromatography tandem mass spectrometry (LC-MS/MS). Technical triplicates per sample were run. MS parameter settings were as follows: MS Run Time (96 min), MS1 Scan Range (300.0–1500.00), Top 20 MS/MS (Min Signal 500, Isolation Width 2.0, Normalized Coll. Energy 35.0, Activation-Q 0.250, Activation Time 20.0, Lock Mass 371.101237, Charge State Rejection Enabled, Charge State 1+ Rejected, Dynamic Exclusion Enabled, Repeat Count 1, Repeat Duration 35.0, Exclusion List Size 500, Exclusion Duration 40.0, Exclusion Mass Width Relative to Mass, Exclusion Mass Width 10 ppm). For data analysis, sequences were assigned to MS/MS spectra with Sorcerer for relative quantification. MS/MS spectra were evaluated using SEQUEST (J. K. Eng, 1994, J. Am. Soc. Mass Spectrom.) and the core platform from Cell Signaling. Searches were performed against the most recent update of the NCBI database with mass accuracy of ±50 ppm for precursor ions and 1 Da for productions. Results were filtered with mass accuracy of ±5 ppm on precursor ions and presence of the intended motif. Data were presented by fold change in acetyl-peptides, using a 2.5-fold cutoff to determine significant change.

### CRISPR/Cas9-based stable cell generation

The lentivirus-based CRIPSR/Cas9 TFAM-KD method conforms to our previous standard protocol (Huang et al., 2021). The TFAM-KO plasmid pLV-U6gRNA-Ef1aPuroCas9GFP-TFAM, with the TFAM-gRNA target sequence directed against the exon 1 sequence (CPR555e5e4099bf84.98), was acquired from Millipore Sigma. Based on manufacturer’s instructions, the lenti-CRISPR/Cas9 TFAM-KO plasmid and universal negative control lentivirus (U6-gRNA/CMV-Cas9-GFP) were respectively transfected into 293FT cells using the Mission Lentiviral Packaging Mix (Cat#SHP001, Millipore Sigma). The lentivirus was collected after 48 h from 293FT cells following transfection, then added to N27 cells for infection at an MOI of 100. After 24 h, puromycin (50 μg/mL) was added for stable cell selection.

### Animal studies

For this study, MitoPark (MP) transgenic (Tg), C57BL/6 and littermate control mice were bred and maintained under a 12-h light cycle in a climate-controlled mouse facility (22 ± 1°C) with food and water available *ad libitum*. MP Tg mice, with their TFAM conditionally knocked out through control of the dopamine transporter (DAT) as previously described, were provided by Dr. Nils-Goran Larsson of the Karolinska Institute in Stockholm (Ekstrand et al., 2007; Ekstrand and Galter, 2009). MP mice used in this study were obtained from the MP breeding colony at Iowa State University, genotyped to confirm their disease identity, and were further characterized using VersaMax for monitoring locomotor activity and RotaRod for testing coordination of movement. Equal numbers of male and female animals were allocated to experiment groups comprising 16 to 20-week age-matched C57BL/6 mice (TFAM^+/LoxP^: Dat^+/+^ from either MP or parental strain litters) or MP mice (Dat^+/Cre^: TFAM^LoxP/LoxP^).

### Human PD post-mortem brain samples

All human post-mortem samples were obtained from the brain banks at the Miller School of Medicine, University of Miami, FL, and the Banner Sun Health Research Institute, AZ (Please see our publication (Panicker et al., 2019) for detailed information on some of the human subjects included in this study). Samples were stored and distributed according to the applicable regulations and guidelines involving consent and the protection of human subjects and donor anonymity as described previously (Gordon et al., 2016; Huang et al., 2023). Freshly frozen SN cryosections and tissue blocks were clinically confirmed from post-mortem human PD patients and age-matched neurologically normal individuals. As to IHC experiments, cryosections were stained as described previously (Huang et al., 2021), but with slight modification. Antigen retrieval was done in citraconic anhydride buffer (0.05%, pH 7.4) at 80°C. For immunoblot experiments, tissue homogenates from freshly frozen tissue blocks were prepared at a final concentration of 1 mg/mL total protein from which 35 μg of total protein was directly used, or total histone was extracted from tissue blocks and 15–45 μg of total histone was used.

### RNA-seq library construction and sequencing

Following Illumina’s commercial protocol, total RNAs from samples were isolated and quality controlled. We used 2 μg RNA per sample in total as initial material for library construction. Poly-A-containing mRNA molecules were purified by using poly-T oligo-attached magnetic beads to fragment RNA samples into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were replicated into first strand cDNA using reverse transcriptase and random primers and replacing dTTP with dUTP, followed by second strand cDNA synthesis. These cDNA fragments with the addition of a single “A” base and subsequent ligation of the adapter were then purified and enriched with PCR to create the final cDNA library. RNA-seq was conducted on an Illumina HiSeq X10 platform, which generates single-end reads in the size of 150-bp. RNA-seq data were submitted to the GEO database (GSE180408).

The SN region of MitoParks was dissected and frozen immediately for RNA extraction. RNA extraction and cDNA library preparation followed the manufacture’s protocol provided by Quick Bio Inc., and Illumina next-generation platforms were used for sequencing. Quality control was performed to check the reads distribution in rRNA, exon, intron, intergenic regions, and the overall mapping rate in addition to ensuring the coverage was in the gene’s body region. FastQC software was used to check the original sequencing data quality. The trimmed mean of *M*-values method in the edgeR package was used to normalize gene expression. EdgeR was applied to perform the differential gene analysis and the cutoffs were *p* < 0.05 and fold change >1.5. Of note, low expression genes were filtered. Genes with detectable expression (cpm >1) in at least one group were kept. The reads were first mapped to the latest UCSC transcript set using Bowtie2 version 2.1.0 (Langmead and Salzberg, 2012) and the gene expression level was estimated using RSEM v1.2.15. (Li and Dewey, 2011) Differentially expressed genes were identified using the edgeR program (Robinson et al., 2010). Genes showing altered expression with *p* < 0.05 and more than 1.5-fold changes were considered differentially expressed. GOseq (Young et al., 2010) was used to perform the GO enrichment analysis, and Kobas (Xie et al., 2011) was used to perform the pathway analysis.

### Whole-genome gene expression analysis

Data analysis was performed similar to Huang et al. (2021). After removing the adapter sequences from the raw sequencing data, the individual libraries were converted to the FASTQ format. Sequence reads were aligned to the specific genome of the corresponding species with HISAT2 (v2.1.0) and the resulting alignment files were reconstructed with the EdgeR3 package. RefSeq database (Build 37.3) was chosen as the annotation references for mRNA analysis. The read counts of each transcript were normalized to the length of the individual transcript and to the total mapped fragment counts in each sample and expressed as reads per kilobase of exon per million fragments mapped (RPKM) of mRNAs in each sample. The mRNA differential expression analysis was applied to treatment and control groups. An adjusted *p*-value <0.05 (student’s *t*-test with Benjamini–Hochberg FDR adjustment) was used as the cut-off to denote statistical significance. Differential expression genes (DEGs) were analyzed by enrichment analysis to detect over-represented functional terms present in the genomic background. GO and KEGG pathway analyses were performed using the DAVID Bioinformatics Resources 6.8 (Kanehisa and Goto, 2000; Huang et al., 2009; Valentine et al., 2019).

### Mitochondrial bioenergetics analysis

Following our standard protocol reported in Huang et al. (2021), Seahorse XFe24 analyzer was used for the Mito Stress test to measure mitochondrial OCR and ECAR. For this study, 0.75 μM oligomycin, 1 μM carbonyl cyanide p-trifluoromethoxyphenylhydrazone, and 0.5 μM rotenone-antimycin in serum-free medium were used.

### SYBR green RT-qPCR

RNA from samples was isolated according to the manufacturer’s protocol. In brief, cells were lysed in 1 mL TRIzol reagent, incubated for 5 min at room temperature (RT), mixed with 0.2 mL chloroform, and incubated for 2 min. For tissues, the protocol has a slight modification specifying that homogenization be performed after adding TRIzol. Following centrifugation, the top layer containing RNA was transferred to a new tube containing 0.7 mL isopropanol for a 15-min incubation. After centrifugation again, RNA pellets were washed with 75% ethanol, air-dried, and dissolved in water. The High-Capacity cDNA Synthesis kit from Applied Biosystems (#4368814) was applied for cDNA synthesis following the manufacturer’s protocol. For normalization of each sample in RT-qPCR, the 18S rRNA gene of the corresponding species (Cat. No. PPM57735E, Qiagen) was used as the housekeeping gene. According to manufacturer’s guidelines, quality controls were performed by running dissociation curves and melting curves to ensure single amplicon peaks without any non-specific amplicons. Quantitative PCR was performed on qRT^2^PCR SYBR Green Mastermix (Agilent). Fold change in gene expression was determined using the ΔΔC_t_ threshold cycle (C_t_) method.

### Proteasome activity assay

Following the manufacture’s protocol, the reagent was equilibrated at RT for 30 min and added to cells to make 50 μL per well. After mixing and incubation for 10 min, the plate was read by a luminometer.

### Immunoblotting

Brain tissues and cell culture lysates were prepared using modified RIPA buffer and were normalized for equal amounts of protein. Equal amounts of protein (6–10 μg for nuclear lysates, 10–25 μg for cell lysates and 30–40 μg for tissue lysates) were loaded for each sample and separated on either commercial or 15% SDS-PAGE gels depending on the molecular weight of the target protein. After separation, proteins were transferred to a nitrocellulose membrane and the nonspecific binding sites were blocked for 1 h using a blocking buffer specifically formulated for fluorescent Western blotting (Rockland Immunochemicals). Membranes were then probed with the respective primary antibodies for 3 h at RT or overnight at 4°C. Incubated membranes were washed seven times with PBS containing 0.05% Tween-20, and then secondary IR-800 conjugated goat anti-mouse IgG (LI-COR, 1:20000) and IR-700 conjugated goat anti-rabbit IgG (LI-COR 1:20000) antibodies were used for detection with the Odyssey IR imaging system (LI-COR). The primary antibodies used were H4K12ac, HDAC1, HDAC2, HDAC3, and HDAC4 (Cell Signaling, 1:1000). Antibodies for β-actin and H3 were used as loading controls. Antibodies against Lamin B were used as the loading control for nuclear lysates.

### HAT activity assay

The manufacturer’s protocol was followed. In brief, each plate map was designed with positive controls, negative controls, and background wells. We added β-mercaptoethanol for the standard curves, p300 catalytic domain for positive control, and anacardic acid for inhibitor wells. After adding acetyl-CoA, plates were incubated with H4 peptide substrate for 30 min, a stop solution, and a final developing solution before being read with excitation at 360 nm and emission at 450 nm. As to background wells, the stop solution was added before the substrate.

### Immunocytochemistry

For ICC, 4% paraformaldehyde (PFA) was used to fix N27 DAergic neuronal cells. After a double-wash, fixed cells were blocked and then incubated in primary antibodies following the manufacturer’s protocol as previously published (Zhang et al., 2022). After primary antibody (H4K12ac, HDAC1, HDAC2, HDAC3, HDAC4, 1:750, Cell Signaling) incubation, cells were washed with PBS and incubated in Alexa dye-conjugated secondary antibody. Next, cells were washed and mounted on slides using Fluoromount aqueous mounting medium (Sigma). Cells were visualized using an inverted fluorescence microscope (Keyence BZ-X800).

### Cell viability assay

The manufacture’s protocol was followed with a minor modification. Cells were seeded into a 96-well plate overnight. Then, 10 μL per well of the reagent was added to the plate, after which the plate was incubated at 37°C for 1 h in a humidified, 5% CO_2_ atmosphere. Data were recorded by a plate reader at 490 nm and at 650 nm for background subtraction.

### Nuclear and cytoplasmic fractionation

Nuclear and cytoplasmic fractions were performed using the NE-PER Kit (Thermo Scientific) as per the commercial protocol. Briefly, 5 × 10^6^ cells were harvested. CER1 reagent (150–200 μL) was used per sample to extract the cytoplasmic fraction and 45 μL of NER reagent was used to extract the nuclear fraction.

### Immunohistochemistry and immunofluorescence studies

Immunohistochemistry (IHC) was performed on sections from the brain regions of interest following standard protocol in our lab. Briefly, mice were anesthetized with a mixture of 200 mg/kg ketamine and 20 mg/kg xylazine and then perfused transcardially with freshly prepared 4% PFA. Extracted brains were post-fixed in 4% PFA for 48 h and 30-μm sections were cut using a freezing microtome (Leica Microsystems). Antigen retrieval was performed in sodium citrate buffer (10 mM, pH 8.5) for 30 min at 90°C. PBS-washed sections were blocked with PBS containing 2% BSA, 0.2% Triton X-100 and 0.05% Tween-20 for 1 h at RT before being incubated with primary antibodies overnight at 4°C and washed seven times in PBS on a Belly Dancer Shaker (SPI supplies). Sections were incubated with Alexa 488, 555, and 633 dye-conjugated secondary antibodies for 75 min at RT and their cell nuclei were stained with Hoechst dye. Samples were then washed several times in PBS and coverslips were mounted with Fluoromount medium on glass slides for visualization. Staining intensity was imaged by assessing the natural fluorescence using a Keyence microscope.

### Confocal imaging and Z stack image acquisition and analysis

Confocal imaging was performed at the Iowa State University’s Microscopy Facility using the Leica DMIRE2 confocal microscope with the 63X and 40X oil objectives and Leica Confocal Software. One optical series covered 11–13 optical slices of 0.5-μm thickness each. Imaris software was used to analyze Z stack images. The surface reconstruction wizard in Imaris was used to generate 3D reconstructions of stacks for easier viewing of microglial-dopaminergic contacts. IHC on human sections was performed as described above, but with some modifications. Antigen retrieval was done overnight in sodium citrate buffer (10 mM, pH 8.5) at 4°C prior to the 90°C step.

### Study approval

Iowa State University’s (ISU, Ames, IA, United States) laboratory animal facility is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC), and all procedures involving animal handling were approved by the Institutional Animal Care and Use Committee (IACUC) at ISU. For human samples, since deidentified post-mortem human brain tissues were obtained from approved national brain banks, Institutional Review Board (IRB) approval from ISU was not required.

### Statistical analysis

Data analysis was performed using GraphPad Prism 7.0. Normally distributed raw data were analyzed with either student’s *t*-test (2-group comparisons) or one-way ANOVA (≥3-group comparisons) with Tukey *post hoc* test unless otherwise mentioned. Statistically significant differences were denoted as ^*^p ≤ 0.05, ^**^p < 0.01, and ^***^p < 0.001.

## Results

### H4K12ac is a key epigenetic marker in response to mitochondrial dysfunction in dopaminergic neuronal cells

In the first set of experiments, we used a mitochondrial complex I inhibitor, rotenone, to challenge DAergic neuronal N27 cells in a low-dose treatment paradigm (1 μM for 3 h) and mapped the acetylation profile of core histone H4 using the immunoaffinity-based AcetylScan proteomic method (Svinkina et al., 2015). Of many H4 acetyl sites, the K12 was shown to have the highest acetylation level following rotenone treatment, increasing ~350-fold over the control (Figure 1A). This K12ac site is located at histone cluster 2, H4. Its peak corresponds with the acetylation of other sites, that is, K5 and K8, which possibly assist K12ac in its functional role. Since we found that K12 acetylation displayed the highest increase following rotenone treatment, we hypothesized that it was a critical histone modification site in response to environmental neurotoxic pesticide exposure. To validate the proteomic results, we used the same cell lysate from the AcetylScan experiment to check the levels of H4K12ac and H4K5ac by immunoblotting. In line with Figure 1A, both H4K5ac and H4K12ac increased accordingly (Supplementary Figure S1). Significantly increased levels of H4K12 also occurred in the rotenone-insulted histone extracts (Figures 1B,C). To further confirm that H4K12 hyperacetylation is induced by mitochondrial dysfunction, we applied another mitochondrial complex I inhibitor, pyridaben, to N27 DAergic cells. Pyridaben can impair mitochondrial electron transport function and bring about an increase in the permeability transition and reactive oxygen species (ROS) as rotenone does. We treated N27 cells with pyridaben using a similar low-dose paradigm (3 μM for 3 h) and checked H4K5 and K12 acetylation. Consistently, our results show significantly elevated deposition of H4K5ac and H4K12ac in pyridaben-exposed cells (Supplementary Figure S2; Figures 1D,E). Although acetylation of K5 and K12 sites both upregulated, considering that K5 is much less inducible (Figure 1A; Supplementary Figures S1, S2), K12 should be the primary site for mitochondrial dysfunction-induced H4 hyperacetylation. In addition, we knocked down (KD) the key regulator of mitochondrial genome transcription and mitochondrial biogenesis, TFAM, in N27 cells (Langley et al., 2018). Similarly, immunoblots of total histones isolated from TFAM-KD N27 cells demonstrate an increase in the H4K12ac levels (Figures 1F,G). Our ICC results (Figures 1H–J) of rotenone-exposed, pyridaben-insulted, and TFAM-KD N27 cells further validated the immunoblot results, showing a higher density of brighter green peaks in treatments than controls indicating a higher expression level of H4K14ac (Figure 1J, a 3D plot of H4K12ac stained in green showing K12ac expression peaks). Collectively, our findings suggest H4K12ac acts as a sensitive epigenetic marker in response to acute, low-dose environmental neurotoxic pesticide exposure and mediates the signaling cascade of mitochondrial dysfunction.

**Figure 1:**
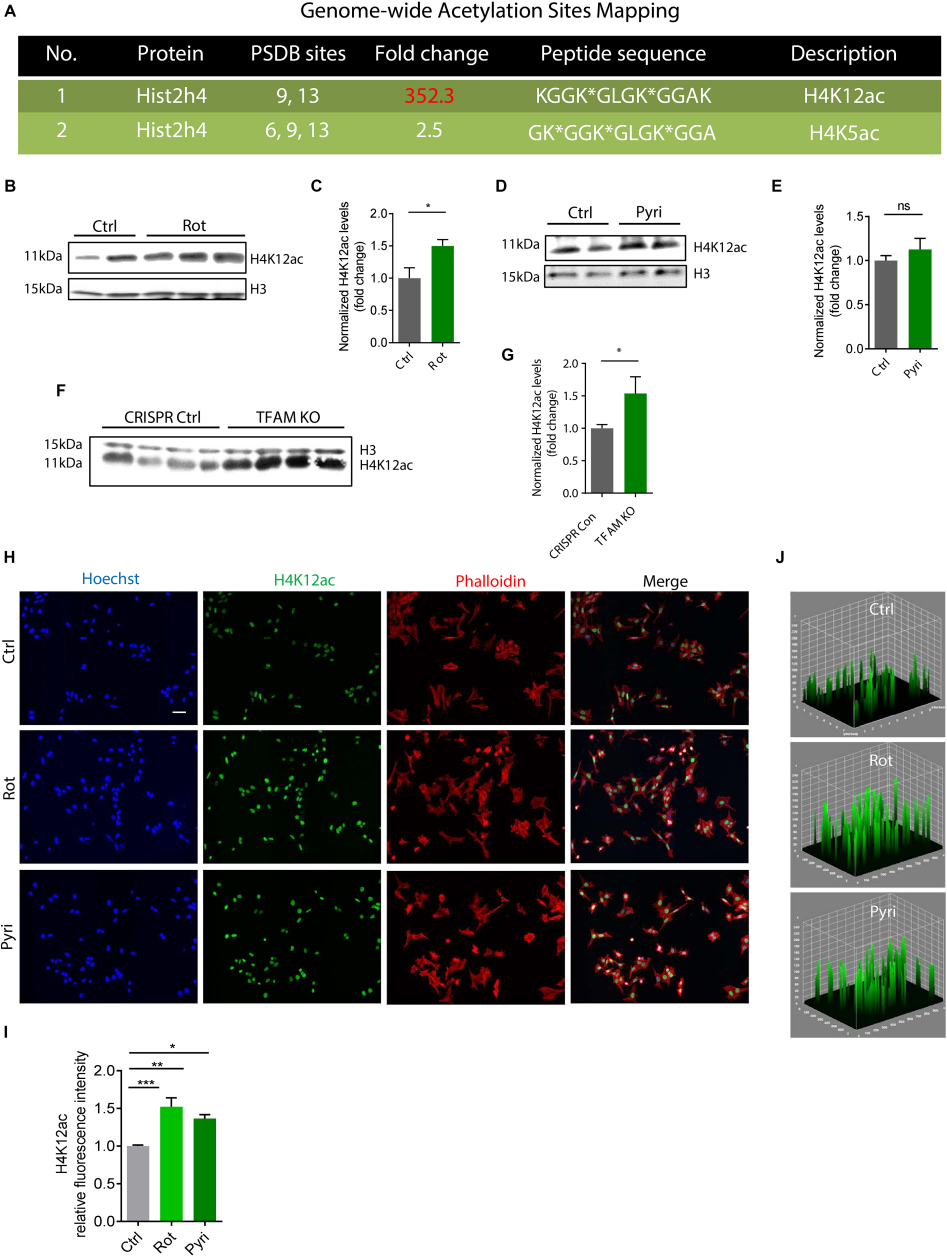
H4K12ac deposition elevated in rotenone (Rot)-exposed, pyridaben (Pyri)-exposed, and TFAM-KO DAergic neuronal N27 cell models of PD. **(A)** Genome-wide acetylation site mapping of core histone H4 of rotenone-exposed N27 cells using LC/MS coupled with novel anti-acetyl-lysine antibodies and an optimized acetylome workflow. In the AcetylScan, only fold changes >2.5-fold were tracked with asterisks denoting acetylation sites (*n* = 2). Peptide sequences of H4K12ac and H4K5ac are shown in histone cluster 2 H4. **(B)** Representative immunoblots and **(C)** their quantification for H4K12ac from Rot-treated N27 cells (*n* = 4–6). **(D)** Representative immunoblots for H4K12ac and **(E)** their quantification from Pyri-treated N27 cells (*n* = 6–8). **(F)** Representative immunoblots and **(G)** their quantification from TFAM-KO N27 cells. **(H)** Immunocytochemistry for H4K12ac (green) from Rot-treated, Pyri-treated, and TFAM-KO N27 cells, with the nucleus stained with Hoechst (blue) and actin filaments with Phalloidin (red). Independent experiments were repeated at least four times. Scale bar, 50 μm. **(I)** Keyence BZ-X800 analysis of fluorescence intensity of H4K12ac. **(J)** 3D surface plot analysis of H4K12ac in Rot-treated and Pyri-treated N27s. Bar graphs show mean ± s.e.m. of one-way ANOVA followed by Tukey’s *post hoc* test. ns, not significant; ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001.

### Paraquat exposure increases H4K12ac deposition in N27 cells

Our previous studies found that the neurotoxic pesticide paraquat induces core histone H3 hyperacetylation without causing significant acetylation change in total H4 (Song et al., 2011). As such, we studied the acetylation status of a specific site, H4K12, following paraquat exposure. The widely used pesticide paraquat shares structural similarities with the DAergic neurotoxicant MPTP (1-methyl-1,2,3,6-tetrahydropyridine), a chemical for inducing Parkinsonian syndrome in laboratory animals and has been linked to the etiologic factors of PD (Li et al., 2005; Dinis-Oliveira et al., 2006; Tanner et al., 2011; Vaccari et al., 2017). We insulted N27 cells with paraquat using both a normal-dose acute treatment paradigm (400 μM for 6 h) and a low-dose chronic paradigm (100 μM for 24 h). ICC results demonstrate a marked hyperacetylation in H4K12 for both acute and chronic treatments (Figure 2). Notably, H4K12ac appears more sensitive to the low-dose chronic paraquat treatment.

**Figure 2:**
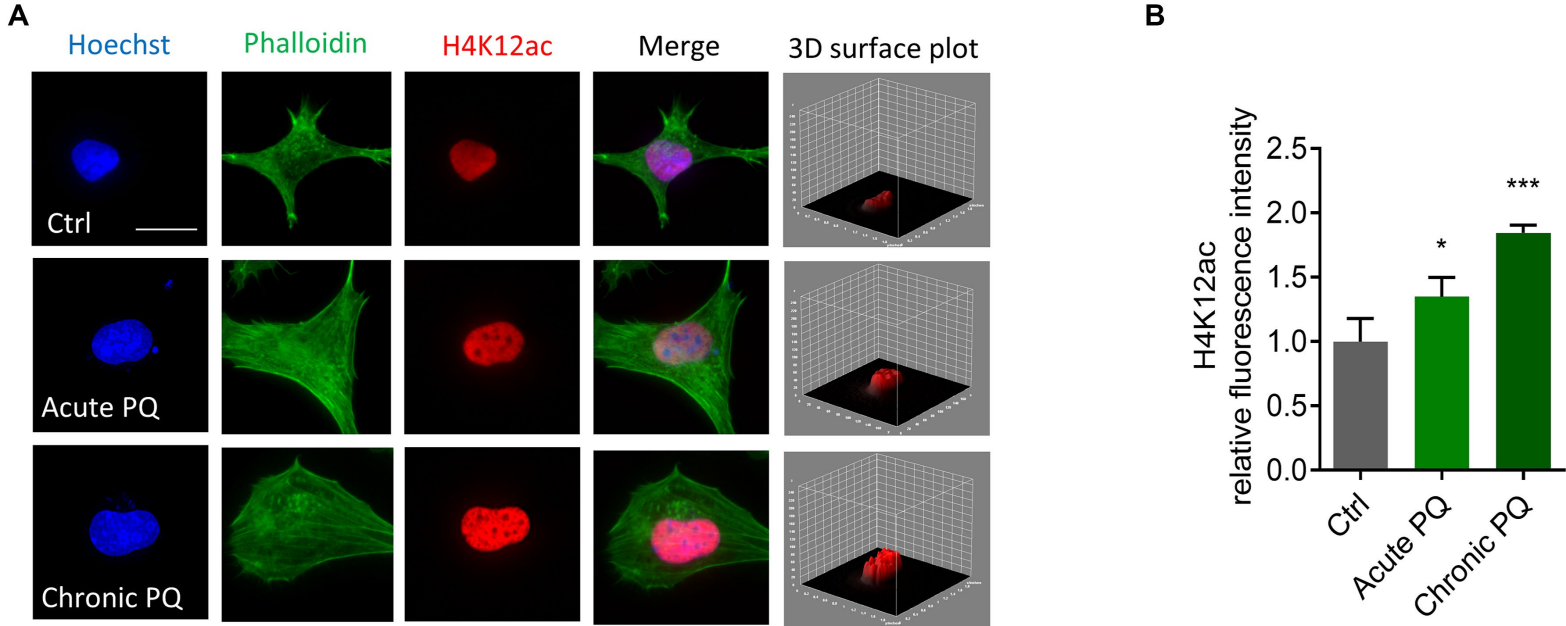
H4K12ac deposition increased in acutely and chronically paraquat (PQ)-exposed N27 cells. **(A)** Immunocytochemistry for H4K12ac (red) and its 3D surface plot analysis from acute and chronic PQ treatments in N27 cells, with the nucleus stained with Hoechst (blue) and actin filaments with Phalloidin (green). Independent experiments were repeated three times. Scale bar, 20 μm. **(B)** Keyence BZ-X800 analysis of fluorescence intensity of H4K12ac. Bar graphs show mean ± s.e.m. of one-way ANOVA followed by Tukey’s *post hoc* test. ns, not significant; ^*^p < 0.05 and ^***^p < 0.001.

### H4K12ac linked to DAergic neuronal degeneration in MitoPark mice

Having shown that H4K12ac mediates the signaling cascade of mitochondrial dysfunction, we then extended these findings *in vivo* to the progressively neurodegenerative MitoPark mouse model. Our prior data show that the expression levels of the total H3 itself increased in both MitoPark mice and postmortem tissues of PD patients compared to the non-disease groups (data not shown), in alignment with another recently published human PD study (Toker et al., 2019), therefore we used both β-actin and H3 as loading controls in this study. Immunoblotting shows H4K12ac significantly increases in the SN of 16–19-week MitoParks (Figures 3A,B), instead of the striatum (Figures 3C,D), indicating a possible link between H4K12ac and nigral DAergic neurodegeneration.

**Figure 3:**
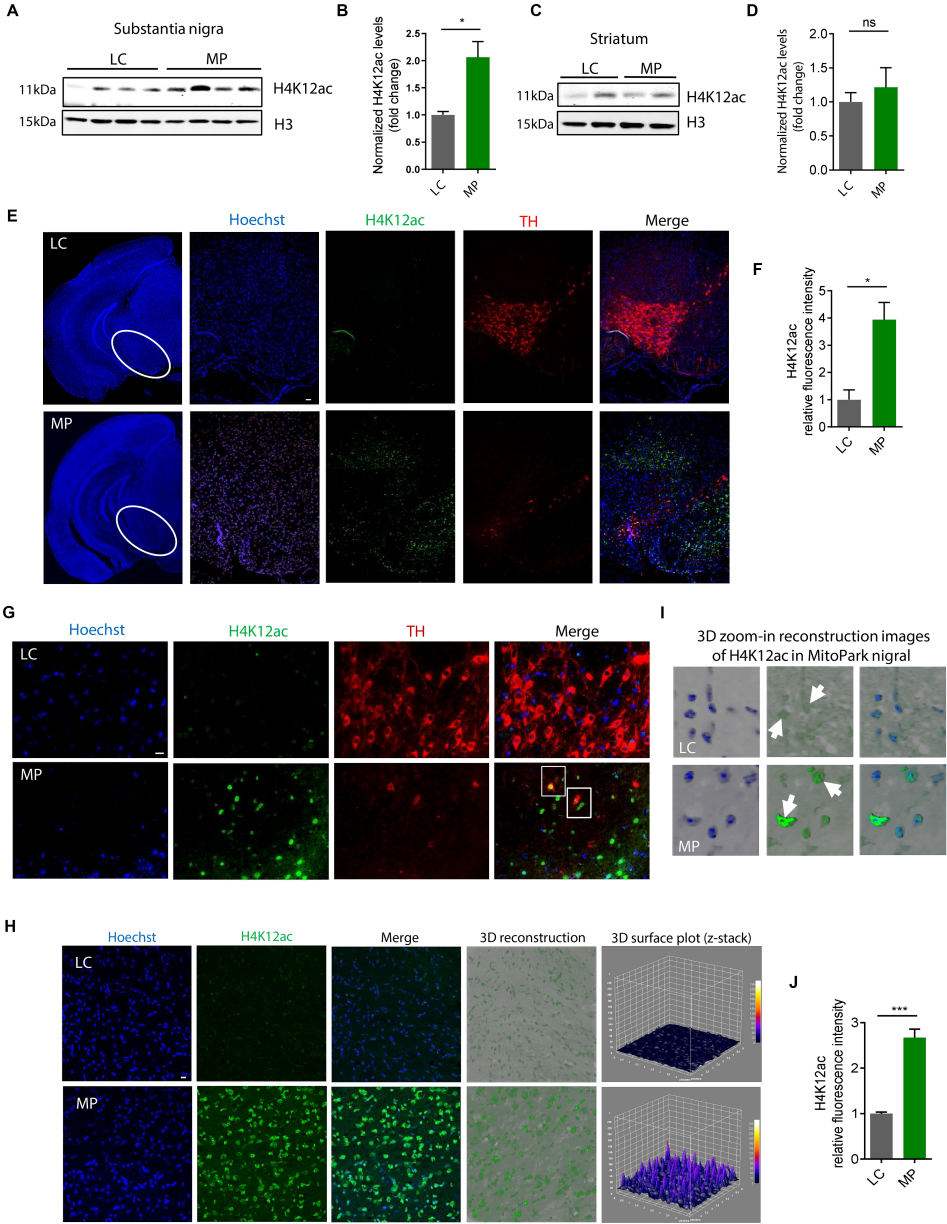
H4K12ac deposition increased in the SN of MitoPark mice. **(A)** Representative immunoblots and **(B)** their quantification from SN of MPs and LCs. Unpaired test followed by Welch’s correction (*n* = 4). **(C)** Representative immunoblots and **(D)** their quantification from striatum of MPs and LCs. **(E)** Immunohistochemistry using 7-μm thick paraffin-embedded sections with H4K12ac in green, TH in red, and nucleus in blue (*n* = 3). Scale bar, 50 μm. **(F)** Their quantification and **(G)** their zoomed-in images. **(H)** Confocal images, 3D reconstruction images, and 3D surface plot analysis of 30-μm free-floating sections from same-aged mice with H4K12ac in green and nucleus in blue. Scale bar, 5 μm. **(I)** Zoomed-in images of **(H)**. Arrows denote H4K12ac. **(J)** Their quantification for H4K12ac (*n* = 3–4). Bar graphs show mean ± s.e.m. of unpaired two-tailed *t* tests. ns, not significant; ^*^p < 0.05 and ^***^p < 0.001.

To look closer at the co-occurrence of H4K12ac and DAergic neuronal cell death, we performed IHC co-staining with H4K12ac (green) and TH (red) on SN sections from MitoParks and littermate controls at an age (16–18-week) when motor deficits and cognitive dysfunction have emerged and DAergic neurons are degenerating. In MitoParks (Figure 3E, red channel), a certain number of DAergic neurons had degraded, while some other neurons were in the process of degrading. H4K12ac deposition (Figure 3E, green channel) increased dramatically at the relatively later period of the degradation process, and its presence lasts even after some DAergic neurons have completely degraded. Automated quantification of H4K12ac fluorescence intensity (Figure 3F) via BZ-X800 analyzer confirms that H4K12ac deposition increased significantly in the SN of mitochondria-impaired MitoParks, supporting our *in vitro* data (Figures 1, 2). The colocalization of H4K12ac and DAergic neurons (Figure 3G, white rectangles) demonstrates that elevated H4K12ac deposition occurred within DAergic neurons. Significantly increased H4K12ac deposition is further evidenced by 3D surface plot analyses in the nigral MitoParks (Figures 3H–J). Taken together, these data demonstrate that the H4K12ac marker possibly correlates with DAergic neuronal degeneration.

### Elevated HK12ac deposition in the SN of postmortem human PD brains

To highlight the significance of our *in vitro* and *in vivo* findings on H4K12ac deposition (Figures 1–3), we tested their clinical relevance in PD patients. Samples of the SN from brains collected postmortem from PD patients and age-matched controls were immunoblotted with the antibody against H4K12ac. Both whole SN lysates and histone extracts were checked. The whole SN lysates of human PDs display an elevated trend of H4K12ac accumulation compared to age-matched controls (*n* = 12, *p*-value = 0.099) (Figures 4A,B). Supporting the stimulated H4K12ac in PD patients, immunoblotting of nuclear histone extracts from more SN samples of PD and age-matched controls (*n* = 21–23) confirms the significantly increased accumulation of H4K12ac in the nigral of PD patients (Figures 4C,D).

**Figure 4:**
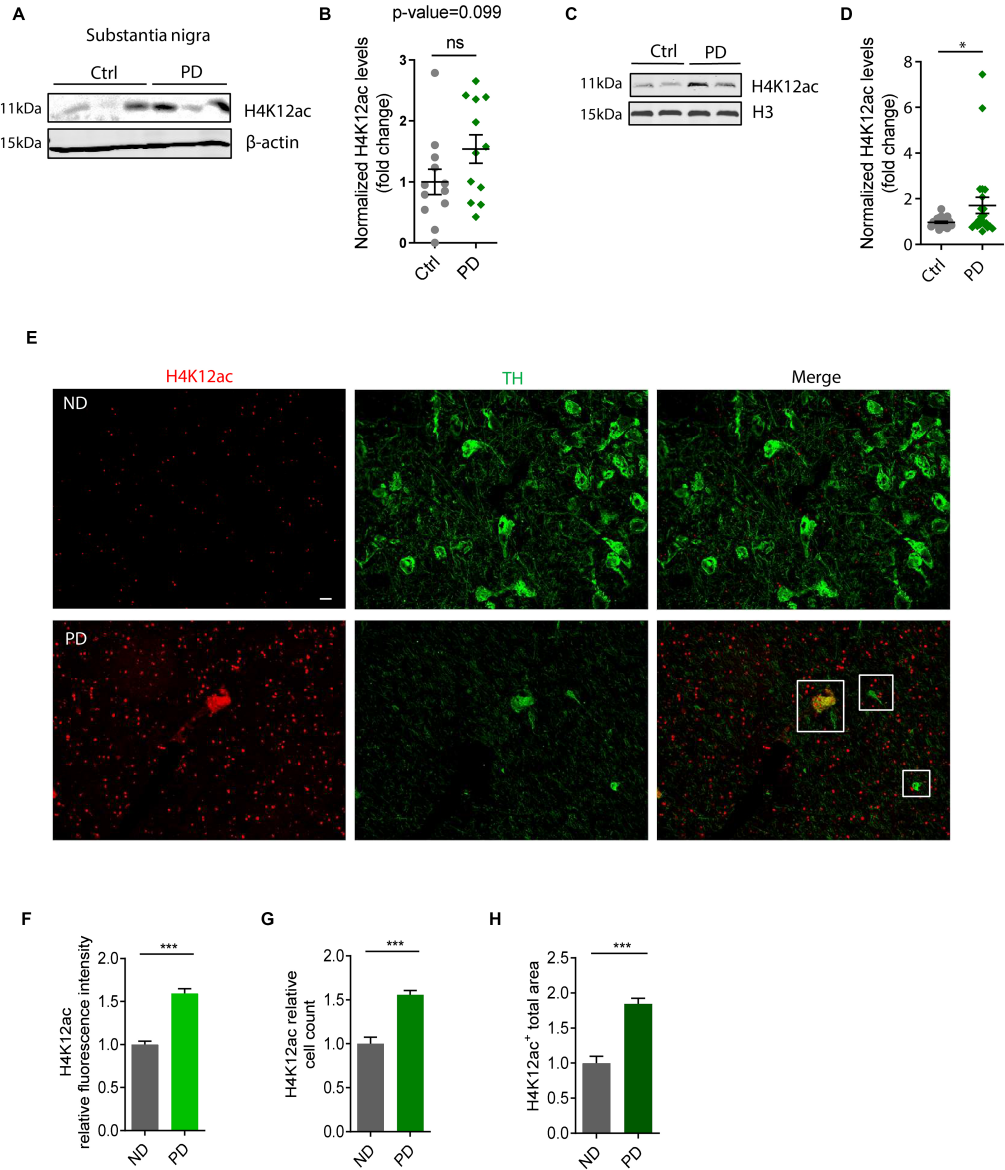
H4K12ac deposition elevated in the substantia nigra (SN) of human PD. **(A)** Representative immunoblots showing increased H4K12ac in SN lysate of human PD relative to age-matched controls. **(B)** Densitometric analysis of immunoblots (*n* = 12, *p* = 0.099) with normalized β-actin as the internal control. **(C)** Representative immunoblots and **(D)** their quantification of histone extracts in SN lysate of human PD and age-matched controls with histone H3 as the internal control (*n* = 21–23). **(E)** Immunohistochemistry in SN sections of human PD and age-matched non-disease (ND) controls (*n* = 3–4) captured by confocal imaging. Squares denote the colocalization between H4K12ac (red) and TH (green). Scale bar for **(E)**, 10 μm. **(F)** Quantified fluorescence area, **(G)** count of cells, and **(H)** fluorescence intensity for H4K12ac. Five regions of each human SN section were randomly selected. Bar graphs show mean ± s.e.m. of unpaired two-tailed *t* tests. ns, not significant; ^*^p < 0.05 and ^***^p < 0.001.

To further confirm the H4K12ac marks in human PD nigral sections and the possible link between H4K12ac and DAergic neurodegeneration, we double-immunostained human nigral sections with H4K12ac (red) and TH (green) antibodies. IHC analysis displays a sharply increased number of H4K12ac marks in the human PD SN and its colocalization with surviving DAergic neurons (Figure 4E), consistent with the IHC results of MitoParks in Figures 3E–H. Enhanced H4K12ac immunoreactivity in PD was also verified by quantifications of H4K12ac fluorescence intensity, H4K12ac^+^ cell count, and H4K12ac^+^ total area (Figures 4F–H). To sum up, the human SN data add clinical relevance to our findings from experimental PD and highlight the translational potential of anti-H4K12ac therapy for PD.

### HAT/HDAC imbalance and proteasome impairment modulate H4K12 hyperacetylation

The functional interplay between HATs and HDACs regulates the balance of histone acetylation. The significant role of HAT/HDAC homeostasis is highlighted by an ongoing investigation of a new pharmacological strategy using an HDAC inhibitor (ClinicalTrials.gov number, NCT02046434) for α-synuclein clearance from the brain and a funded study on the modulation of HDAC4 in patients carrying either the LRRK2, GBA, or SNCA mutation as a PD treatment sponsored by Michael J. Fox Foundation. Our prior study found that paraquat represses HDAC activity in N27 DAergic cells (Song et al., 2011). As such, we proposed that an HAT/HDAC imbalance occurs following mitochondrial dysfunction, which may account for the observed H4K12 hyperacetylation. To examine HAT/HDAC homeostasis, we first detected the total HAT activity with an H4 peptide as the substrate. The results reveal significantly increased HAT activity in rotenone-exposed, pyridaben-exposed, and TFAM-KD N27 cells (Figures 5A–C). Next, we performed ICC to explore HDACs dysfunction in N27 cells. Among HDAC isoforms, HDAC2 and HDAC4 significantly decreased in rotenone-exposed N27 cells (Figures 5D–G), while HDAC1 and HDAC3 showed negligible change (data not shown). Significantly reduced HDAC4 immunoreactivity was also observed in stable TFAM-KD N27 cells (Figures 5H,I). Consistent with these results, immunoblotting of HDAC2 and HDAC4 as well as ICC of HDAC2 reveal a similar pattern in TFAM-KD cells (Supplementary Figure S3). However, HDAC1 showed no significant change in rotenone-treated N27 cells (Supplementary Figures S4A,B). These results demonstrate the tilting of HAT/HDAC homeostasis in our cell models of PD. Recently, a publication studied iPSC-derived DAergic neurons from patients with GBA-N370S risk variant and identified HDAC4 as an upstream regulator of PD progression. Treatment with HDAC4-modulating compounds can correct HDAC4-controlled gene expression and attenuate ER stress as well as autophagic and lysosomal perturbations (Lang et al., 2019). This testifies to the potential of modulating HDAC4 as an epigenetic-based therapy. To understand the downstream gene expression modulated by the transcriptional repressor HDAC4 in our mitochondria-stressed cell model of PD, the core set of four HDAC4-controlled genes, including *Tspan7*, *Atp1a3*, *Rtn1*, and *Prkcb* (Lang et al., 2019), was analyzed by RT-qPCR. *Rtn1*, a gene involved in membrane trafficking and regarded as a marker for neurological diseases, was downregulated in rotenone-exposed N27 cells, possibly mediated by HDAC4 downregulation (Figure 5J). In our *in vivo* studies, HDAC2 and HDAC4 protein levels were reduced in the SN of MPTP-treated C57BL/6 mice (Figures 6A–C), whereas no significant change was observed in HDAC1 (Supplementary Figures S4C,D). Similar to MPTP-treated C57BL/6 mice, HDAC2 expression level decreased in the SN of 18–20-week MitoParks (Figures 6D,E). Moreover, IHC imaging in the SN of 16–17-week MitoParks (Figure 6F) shows an increased level of HDAC4 in comparison to 14-week MitoParks (Figure 6G). In 18–20-week MitoParks, the expression level of HDAC4 decreased in the SN (Figures 6H,I).

**Figure 5:**
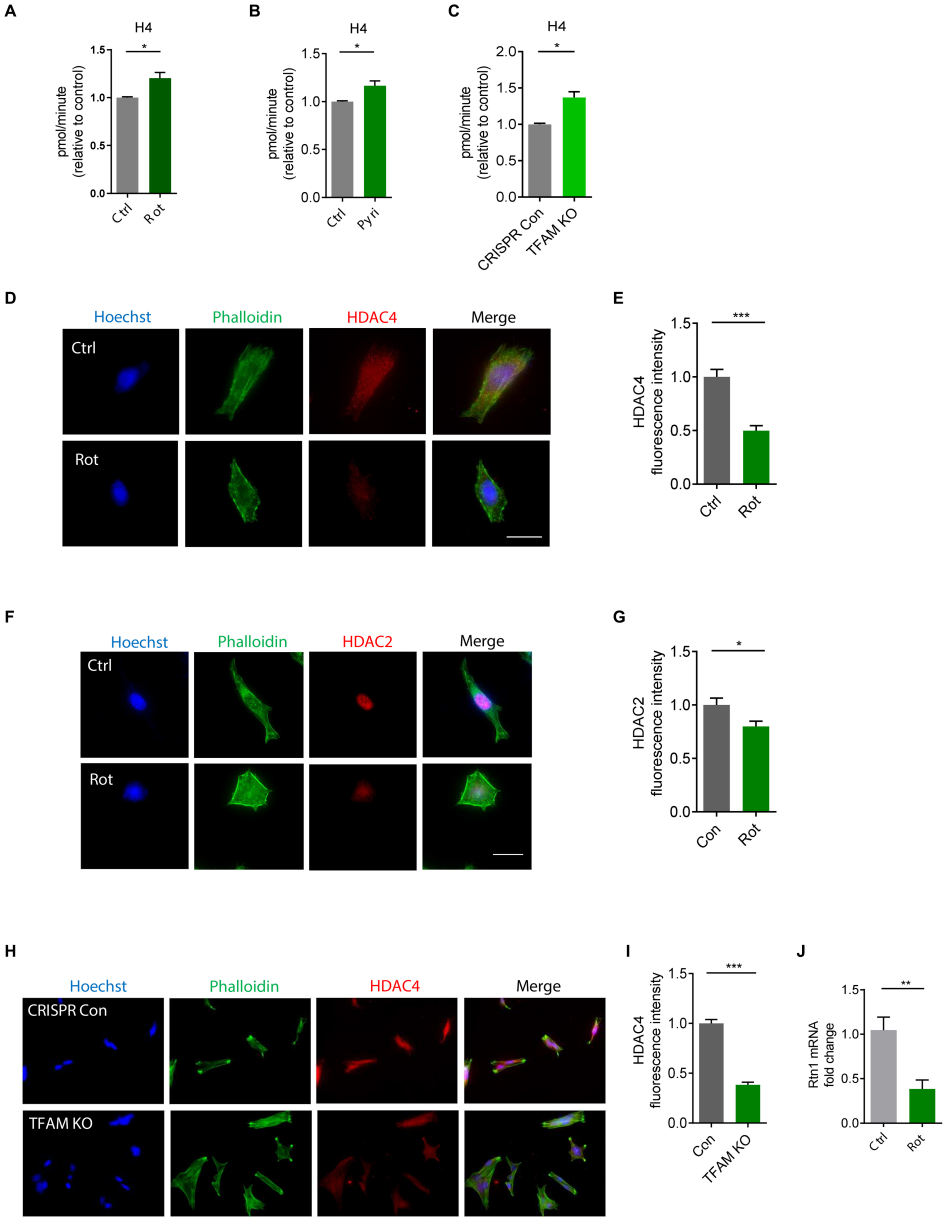
HAT/HDAC imbalances in rotenone (Rot)-exposed, pyridaben (Pyri)-exposed, and TFAM-KO N27 cells. **(A)** Evaluation of HAT activity using H4 peptide as the substrate in Rot-treated N27 cells with *n* = 5–6, **(B)** Pyri-treated N27 cells with *n* = 6–8, and **(C)** TFAM-KO N27 cells with *n* = 4. **(D)** Immunocytochemistry for HDAC4 (red) and its quantification **(E)** from Rot-treated N27 cells (*n* = 6–7) with the nucleus stained with Hoechst (blue) and actin filaments with Phalloidin (green). **(F)** Immunocytochemistry for HDAC2 (red) and **(G)** its quantification from Rot-treated N27 cells (*n* = 7). **(H)** Immunocytochemistry for HDAC4 (red) and **(I)** its quantification from TFAM-KO N27 cells *n* = 5. **(J)** RT-qPCR of the HDAC-controlled gene *Rtn1* in Rot-treated N27 cells. For immunocytochemistry, independent experiments were repeated three times. Bar graphs show mean ± s.e.m. of unpaired two-tailed *t* tests. ns, not significant; ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001.

**Figure 6:**
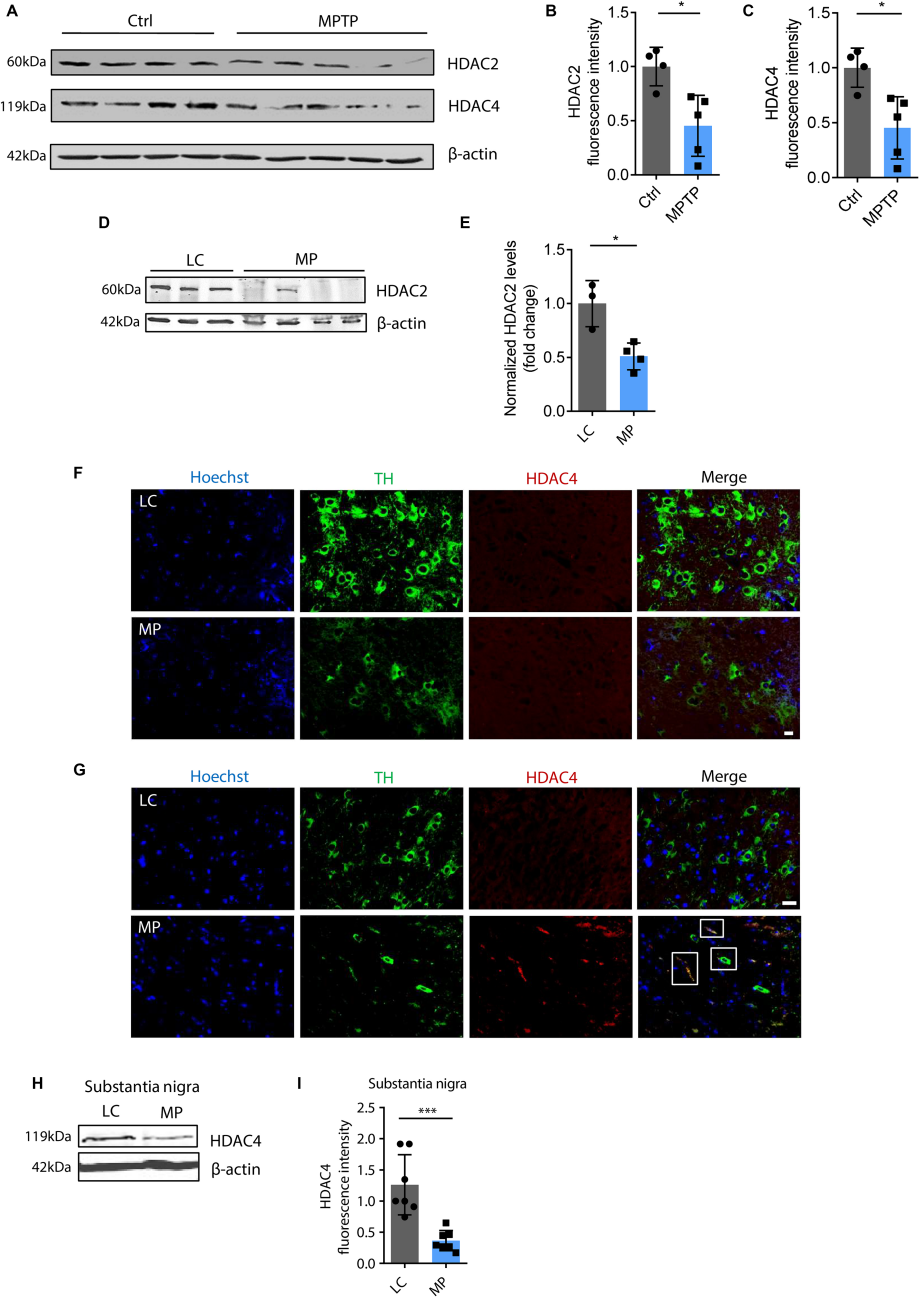
HDAC4 and HDAC2 decreased in MPTP-insulted mice and MitoParks. **(A)** Immunoblots for HDAC2 and HDAC4 in MPTP-treated C57BL/6 mice (*n* = 4–5) and **(B,C)** their respective densitometric analyses. **(D)** Representative immunoblots for HDAC4 in SN of 16–18-week littermate controls (LC) and MitoPark (MP) mice coupled with **(E)** their densitometric analyse (*n* = 7). **(F)** Immunohistochemistry for HDAC4 in SN of 14-week and **(G)** 16–17-week LC and MP mice (*n* = 4). **(H)** Representative immunoblots for HDAC4 in SN of 18 ~ 20-week LC and MP mice and **(I)** their quantification (*n* = 7). Error bars show mean ± s.e.m. of unpaired two-tailed *t* tests. ns, not significant; ^*^p < 0.05 and ^***^p < 0.001.

Dysfunctional mitochondria can result in diminished ubiquitin-proteasome system (UPS) activity due to cellular bioenergy deficits (Segref et al., 2014; Karbowski et al., 2022). Many UPS components contain mitochondrial targeting sequences interacting with mitochondrial proteins (Lehmann et al., 2016). Further, accumulative evidence suggests impaired UPS in PD leads to aberrant protein accumulation/aggregation and cytotoxicity (Sun et al., 2007; Lehmann et al., 2016). Rotenone and the proteasome inhibitor MG132 were reported to impair proteasome activity and perturb protein homeostasis (Betarbet et al., 2006; Sun et al., 2006). Therefore, we examined proteasome activity in rotenone-exposed and MG132-exposed N27 cells. Following rotenone and MG132 treatments, proteasome activity was significantly reduced specifically in caspase-like and chymotrypsin-like proteasome activity (Figures 7A,B). Interestingly, both rotenone and MG132 treatment decreased HDAC2 protein expression in N27 cells (Figures 7C,D), suggesting that mitochondrial stressor-induced HDAC2 downregulation is mediated at least partly by proteome impairment. Like rotenone, the functional consequences of the mitochondrial impairment attributed to MPP^+^ treatment in N27 cells emerged as reductions in basal respiration rate, spare respiratory capacity, proton leak, and ATP production as revealed by the extracellular flux analyses (Supplementary Figures S5A–C). A cell energy phenotype analysis demonstrates that MPP^+^ also stressed metabolic activity as measured by the OCR and ECAR/glycolysis (Supplementary Figure S5D).

**Figure 7:**
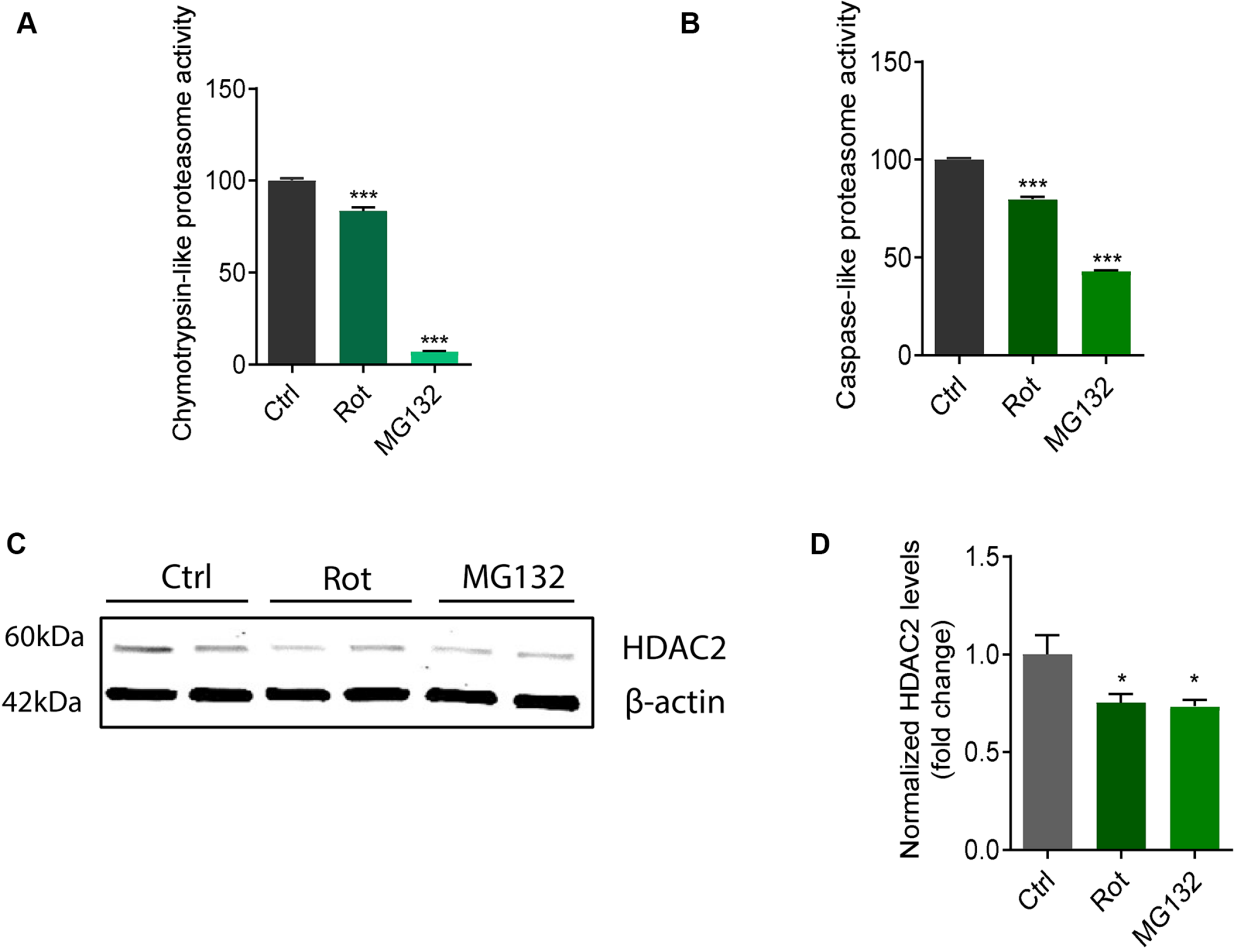
Rotenone (Rot) impaired chymotrypsin-like and caspase-like proteasome activity in N27s and HDAC2 decreased in MG132-exposed N27s. **(A)** Chymotrypsin-like and **(B)** caspase-like measurements of proteasome activity (*n* = 6). **(C)** Representative immunoblots for HDAC2 in Rot-treated and MG132-treated N27 cells coupled with **(D)** their densitometric analysis (*n* = 4–5). Error bars show mean ± s.e.m. of unpaired two-tailed *t* tests. ns, not significant; ^*^p < 0.05 and ^***^p < 0.001.

To summarize, mitochondrial dysfunction perturbs protein homeostasis, UPS and proteasome functionality, and alters the HAT/HDAC ratio, all of which may contribute to H4K12 hyperacetylation.

### Transcriptional characterization of mitochondrial dysfunction- and H4K1ac-induced gene expression alteration in MitoParks

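MitoPark mice carry a deletion of Tfam, which encodes mitochondrial transcription factor A, in cells that express the dopamine transporter. Polyadenylated RNA from the substantia nigra (SN) of 3 MitoPark mice and 3 littermate controls was sequenced. The paper gives the age of the mice as 17 weeks, and the sample labels give 16 to 17 weeks. A label also gives the tissue as brain, where the paper gives the SN, and the paper's tissue is used here. The authors mapped the reads to UCSC transcripts with Bowtie2, estimated the reads of each gene with RSEM, and deposited these expected counts without normalization for 24054 genes listed by symbol. The methods do not name a genome build for this alignment, and a second paragraph names a RefSeq build for another alignment, so no coordinates are given. The expected counts summed to 8914308, 10528602 and 10486954 in littermate controls 1, 2 and 3, and to 8140777, 10023223 and 8670556 in MitoParks 1, 2 and 3. At these depths, 3 counts correspond to between 0.285 and 0.369 CPM, the unit of counts scaled to a common library size.

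For the values given here, the expected counts were rounded to whole numbers and normalized with edgeR's TMM method. Genes with a mean CPM above 1 in at least 1 group were kept, which left 14568 genes. MitoParks were compared with littermate controls by edgeR's quasi-likelihood test, and DEGs were taken at a p below 0.05, unadjusted, and a fold change above 1.5. The paper gives these cutoffs without saying whether the p is adjusted, and a second paragraph of its methods gives an adjusted p below 0.05. The paper's text names edgeR but not which of its tests was used. Values per group are TMM-normalized CPM, given as mean ± SD. An exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1.

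Tfam itself was counted in all 6 mice. Its level was 43.4 ± 2.78 CPM in littermate controls (SD, n = 3) and 32.9 ± 0.369 CPM in MitoParks (SD, n = 3). The log2 fold change was -0.40 (standard error 0.11), with an unadjusted p of 0.00565 and an adjusted p of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each MitoPark mouse had less Tfam than each littermate control (exact permutation test, p = 0.1). The difference did not reach the 1.5-fold cutoff.

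Mice of the 2 groups share replicate numbers 1, 2 and 3. Whether same-numbered mice share a litter or a batch is not known here, so the pairs rest on the number alone. Across the 14568 genes, the deviations of same-numbered mice from their group means had a mean correlation of 0.172. It was 0.327 for replicate 1, -0.07 for replicate 2 and 0.258 for replicate 3, so 1 of the 3 pairs did not deviate together. Results with the replicate number as a block in the model are given beside those without it. With the block, the log2 fold change of Tfam was -0.39 (unadjusted p = 0.00762 from edgeR's quasi-likelihood test).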

To further investigate the alterations in gene expression associated with mitochondrial dysfunction-mediated H4K12ac modification, which may underlie disease processes, we performed RNA-seq analyses on samples from the SN of 17-week MitoParks and littermate controls. Volcano plot analysis between three MitoParks and three littermate controls showed differentially expressed genes (DEGs) with significant change, including 69 upregulated genes and 36 downregulated genes (Figure 8A). 

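In the deposited counts, 55 genes were higher and 29 were lower in MitoParks past the cutoffs of an unadjusted p below 0.05 and a fold change above 1.5, a total of 84 DEGs among 14568 genes tested. An unadjusted p below 0.05 was reached by 161 genes, or 1.11% of those tested, where 728 genes would be 5%. No gene had an adjusted p below 0.05, and the smallest adjusted p was 0.999 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block, 83 genes were higher and 43 lower, and 1 gene, 1500004A13Rik, had an adjusted p below 0.05, at 0.00103. Of the alternatives with all 6 mice, leaving out the filter on low counts moved the numbers most, to 107 higher and 69 lower. With each mouse left out in turn, the number of DEGs ranged from 62 to 219.

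The groups did not overlap for 40 of the 55 upregulated and 22 of the 29 downregulated DEGs. Among all tested genes the groups did not overlap for 4.71%, where chance gives 10% for 3 mice against 3.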

Among top upregulated DEGs (Figure 8B), *Hvcn1* encodes the voltage-gated H^+^ channel and enables NADPH oxidase (NOX) function by compensating cellular loss of electrons with protons, which are required for phagocytosis, and thus HVCN1 was required for NOX-dependent ROS generation (Seredenina et al., 2015). 

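Hvcn1 was at 2.21 ± 0.462 CPM in littermate controls (SD, n = 3) and at 4.53 ± 1.27 CPM in MitoParks (SD, n = 3). Between 18 and 28 counts per littermate control and between 26 and 50 per MitoPark lie behind these means. The log2 fold change was 1.03 (standard error 0.31), with an unadjusted p of 0.00772 and an adjusted p of 0.999 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The lowest MitoPark, at 3.16 CPM, was above the highest littermate control, at 2.74 CPM (exact permutation test, p = 0.1). Hvcn1 stayed past both cutoffs in all 6 fits that each left out 1 mouse, where its log2 fold change ranged from 0.84 to 1.24. It was 1.02 with the block (unadjusted p = 0.00383 from the same test).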

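No read was assigned to Mmp12 in any littermate control, while MitoParks 1, 2 and 3 had 2, 12 and 16 counts. A fold change against a group without counts has no upper limit. Set against the level that 3 counts would give, Mmp12 was at least 3.6-fold higher in MitoParks, at 1.09 ± 0.794 CPM (SD, n = 3). The unadjusted p was 0.00276 and the adjusted p 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact test and the likelihood ratio test of edgeR gave adjusted p-values of 0.0259 and 0.00157 for Mmp12. MitoPark 1, with 2 counts, was within what 3 counts can show. The block gave an unadjusted p of 0.000422 and an adjusted p of 0.653 for Mmp12.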

*Mmp12* has been associated with PD risk in a Polish population (Białecka et al., 2017). 

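Atf3 rose from 0.806 ± 0.0663 CPM in littermate controls (SD, n = 3) to 2.53 ± 1.11 CPM in MitoParks (SD, n = 3). The counts behind these means were low, with 7, 8 and 9 in the littermate controls and 11, 27 and 31 in the MitoParks. The log2 fold change was 1.64 (standard error 0.43), with an unadjusted p of 0.00365 and an adjusted p of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups did not overlap (exact permutation test, p = 0.1), and the log2 fold change stayed between 1.34 and 1.94 with each mouse left out in turn. For Atf3 the block gave a log2 fold change of 1.61 (unadjusted p = 0.00201).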

*Atf3* was found to be transcriptionally deficient and associated with the antioxidant response pathway in hESC-derived *SNCA-*A53T human DAergic neurons and the SN from PD patients (Czaniecki et al., 2019). 

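H2-Q7 had 3, 2 and 0 counts in littermate controls 1, 2 and 3, all within what 3 counts can show, and 3, 21 and 10 counts in MitoParks 1, 2 and 3. Its mean in MitoParks, 1.21 ± 0.88 CPM (SD, n = 3), was at least 3.99-fold higher than the level of 3 counts. MitoPark 1 had as many counts as littermate control 1. The unadjusted p was 0.0105 and the adjusted p 0.999 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). H2-Q7 can share reads with other members of its family, so its counts are uncertain. Of the members that were not tested, H2-Q6 had 0, 2 and 5 counts in littermate controls and 5, 8 and 8 in MitoParks, H2-Q8 had 7, 0 and 0 and then 0 in all 3 MitoParks, and H2-Q9 had 10, 14 and 5 and then 10, 5 and 0. The unadjusted p of H2-Q7 was 0.00596 with the block.

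C4b was at 38.9 ± 6.91 CPM in littermate controls (SD, n = 3) and at 65.4 ± 21.9 CPM in MitoParks (SD, n = 3), a log2 fold change of 0.75 (standard error 0.23). The unadjusted p was 0.00875 and the adjusted p again 0.999. The block gave C4b a log2 fold change of 0.72 (unadjusted p = 0.00061, adjusted p = 0.653). MitoParks 1, 2 and 3 were at 57.2, 48.8 and 90.2 CPM, and the highest littermate control was at 45.1 CPM. Without MitoPark 3, the log2 fold change of C4b was 0.45 and no longer past the 1.5-fold cutoff. C4b can share reads with C4a, which had between 10 and 22 counts per mouse and a log2 fold change of 0.33 (unadjusted p = 0.412 from edgeR's quasi-likelihood test).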

*H2-q7* is a major histocompatibility complex (MHC) I class member, while *C4b* is a major fragment for activation of the complement system. 

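Bfsp1 was at 1.62 ± 0.648 CPM in littermate controls (SD, n = 3) and at 3.08 ± 1.08 CPM in MitoParks (SD, n = 3). The log2 fold change was 0.91 (standard error 0.39), with an unadjusted p of 0.0411 and an adjusted p of 0.999 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The groups overlapped, since littermate control 2 was at 2.37 CPM and MitoPark 1 at 2.31 CPM (exact permutation test, p = 0.2). Bfsp1 stayed past both cutoffs in 2 of the 6 fits that each left out 1 mouse, and DESeq2's Wald test did not call it. The block left its log2 fold change at 0.91 (unadjusted p = 0.0318).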

Intermediate filaments are the major cytoskeletal proteins in neurons, and *Bfsp1* co-assembles with Bfsp2 to form filaments (Muñoz-Lasso et al., 2020). *Dffb* codes caspase-dependent DNase, which triggers both DNA fragmentation and chromatin condensation during apoptosis. 

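Dffb was at 4.4 ± 0.949 CPM in littermate controls (SD, n = 3) and at 7.42 ± 1.29 CPM in MitoParks (SD, n = 3). The log2 fold change was 0.75 (standard error 0.24), with an unadjusted p of 0.0124 and an adjusted p of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MitoPark 2, at 5.96 CPM, lay close to littermate control 2, at 5.5 CPM, but the groups did not overlap (exact permutation test, p = 0.1). All 6 fits that each left out 1 mouse kept Dffb past both cutoffs, and the block gave a log2 fold change of 0.75 (unadjusted p = 0.0141).

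**Figure D1:**
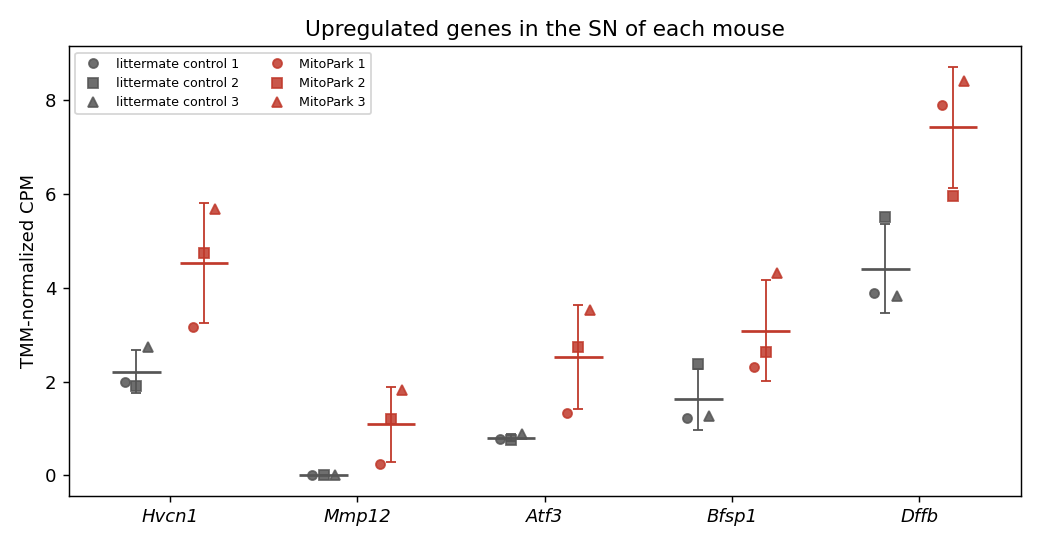
TMM-normalized CPM (y axis) of Hvcn1, Mmp12, Atf3, Bfsp1 and Dffb (x axis) in each littermate control (grey) and each MitoPark (red), with the marker shape giving the replicate number. Horizontal lines are group means and vertical bars are SD (n = 3 mice). MitoParks lie above littermate controls for each gene except Bfsp1, where littermate control 2 at 2.37 CPM lies above MitoPark 1 at 2.31 CPM.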

For gene expression patterns, a KEGG enrichment plot (Figure 9A) of the upregulated and downregulated DEGs in MitoParks highlight the pathways involved in dopamine process, neuroinflammation (e.g., cytokine-cytokine receptor interaction and chemokine signaling pathway), and the metabolic process. 

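The dopaminergic genes of Figure 8B differed between mice of the same group as well as between the groups. Slc6a3, the dopamine transporter gene, was at 72.5, 65.1 and 384.2 CPM in littermate controls 1, 2 and 3 and at 13.2, 51.0 and 41.0 CPM in MitoParks 1, 2 and 3. Its log2 fold change was -2.301 (standard error 0.70), with an unadjusted p of 0.00895 and an adjusted p of 0.999 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Without littermate control 3 it was -0.97, with an unadjusted p still below 0.05. With robust estimation of the dispersion, Slc6a3 was no longer past the cutoffs. With the block its log2 fold change was -2.01 (unadjusted p = 0.00038, adjusted p = 0.653), and it was lower in MitoPark in all 3 same-numbered pairs. By the paper's methods MitoParks carry Cre at 1 copy of this gene. Th, which encodes tyrosine hydroxylase, was at 87.5 ± 62.7 CPM in littermate controls (SD, n = 3) and at 53.8 ± 13.7 CPM in MitoParks (SD, n = 3). That difference did not pass the cutoffs (log2 fold change -0.70, unadjusted p = 0.123), and without littermate control 3 the log2 fold change of Th was 0.07. Slc10a4 likewise changed sign, from -0.94 to 0.14. The block gave log2 fold changes of -0.52 for Th (unadjusted p = 0.0352) and -0.67 for Slc10a4 (unadjusted p = 0.0636), and both genes were higher in MitoPark 2 than in littermate control 2. Ddc, Chrna6, Nr4a2 and Foxa1 had unadjusted p-values of 0.0738, 0.0854, 0.0522 and 0.0488 without the block and of 0.00819, 0.00446, 0.000305 and 0.000549 with it (edgeR's quasi-likelihood test), and Ddc, Nr4a2 and Foxa1 were lower in MitoPark in all 3 same-numbered pairs.

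Over a set of 23 dopaminergic neuron genes, 22 were lower in MitoParks and the median log2 fold change was -0.57. The competitive gene set test camera, of the limma package, gave p = 1.12e-16 with an inter-gene correlation of 0.01 (adjusted p = 1.68e-15 over 15 gene sets). With the correlation estimated from the data it gave p = 0.081 (adjusted p = 0.311). With the replicate number as a block, the median was -0.48 (camera with an inter-gene correlation of 0.01, adjusted p = 3.44e-29). The correlation was not estimated for that fit, so its p has the same limit as the first one. With the block, 11 of the 23 genes had an unadjusted p below 0.05, against 4 without it. Without littermate control 3, the median was -0.05.

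Of the genes for chemokines and their receptors, Ccl27b had 20, 18 and 1 counts in littermate controls and 2, 2 and 0 in MitoParks, where all 3 values are within what 3 counts can show. It was at least 3.97-fold lower in MitoParks (unadjusted p = 0.0183 from edgeR's quasi-likelihood test, adjusted p = 0.999 after Benjamini-Hochberg adjustment), although littermate control 3 was no higher than MitoParks 1 and 2, and limma-voom did not call it. The block gave Ccl27b an unadjusted p of 0.000673. KEGG gene sets were not used here, so the enrichment itself was not computed.

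**Figure D2:**
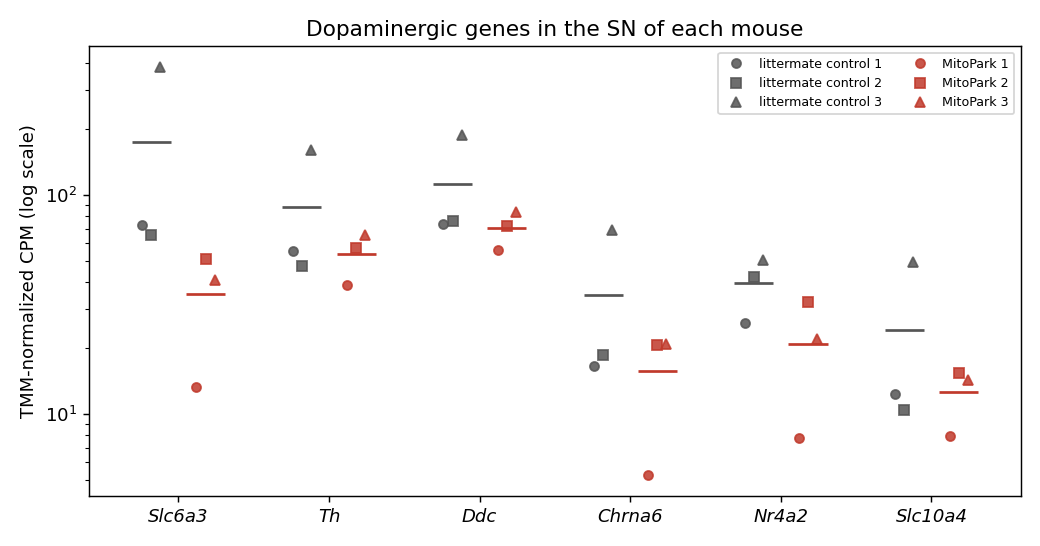
TMM-normalized CPM (y axis, log scale) of Slc6a3, Th, Ddc, Chrna6, Nr4a2 and Slc10a4 (x axis) in each littermate control (grey) and each MitoPark (red), with the marker shape giving the replicate number and horizontal lines the group means (n = 3 mice). Littermate control 3 (grey triangle) is the highest mouse for each of the 6 genes, and MitoPark 1 (red circle) the lowest.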

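Among the 84 DEGs in the deposited counts, 31 belonged to any Reactome pathway and 4 of them were peptide ligand-binding receptors or their ligands. The pathway holds 99 of the 4957 tested genes that are in any Reactome pathway, and Fisher's exact test (one-sided) gave p = 0.00311 for the 4 DEGs. After Benjamini-Hochberg adjustment over 1140 pathways the p was 0.394. By p the pathway stood in place 9, and by number of DEGs in place 5. With the replicate number as a block, 10 DEGs belonged to the pathway (Fisher's exact test, p = 7.37e-08, adjusted p = 8.4e-05), and it then stood in place 1 by p and in place 4 by number of DEGs. Under DESeq2's Wald test 2 DEGs belonged to it (Fisher's exact test, p = 0.082).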

Reactome pathway enrichment analysis shows that peptide ligand-binding receptors were the most significant pathway with the largest number of DEGs (Figure 9B). 

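Supplementary Figure S6 lists 49 different genes under the top clusters, of which 46 were tested in the deposited counts. Of these 46 genes, 21 were higher and 25 lower in MitoParks, and none was upregulated past the cutoffs. Their median log2 fold change was -0.06, and camera with an inter-gene correlation of 0.01 gave p = 0.257 (adjusted p = 0.356 over 15 gene sets). With the replicate number as a block the median was -0.05 (camera, adjusted p = 0.61), and 1 gene was upregulated past the cutoffs. The genes were lower without littermate control 3, with a median of -0.13 (camera, adjusted p = 0.000583), and without MitoPark 1, with a median of -0.06 (camera, adjusted p = 0.0204). The median was above 0 without littermate control 1, at 0.0315, without littermate control 2, at 0.0017, and without MitoPark 3, at 0.0134. Without littermate control 1, 27 genes were higher and 19 lower, and 2 were upregulated past the cutoffs. Adjusted over the list alone by the Benjamini-Hochberg method, 0 of the 46 genes had a p below 0.05 (edgeR's quasi-likelihood test), and 1 had an unadjusted p below 0.05.

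For mitochondrial gene expression, the 77 tested genes of mitochondrial ribosomal proteins had a median log2 fold change of -0.01, with 33 higher and 44 lower, and of 0.0034 with total counts in place of TMM normalization. Camera with the same inter-gene correlation gave p = 0.751 (adjusted p = 0.805). The block left the median at -0.01 (camera, adjusted p = 0.802). Without littermate control 1 the median was -0.04 (camera, adjusted p = 0.0343), and without littermate control 2 it was 0.0455, with 51 higher and 26 lower (camera, adjusted p = 0.0506).

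**Figure D3:**
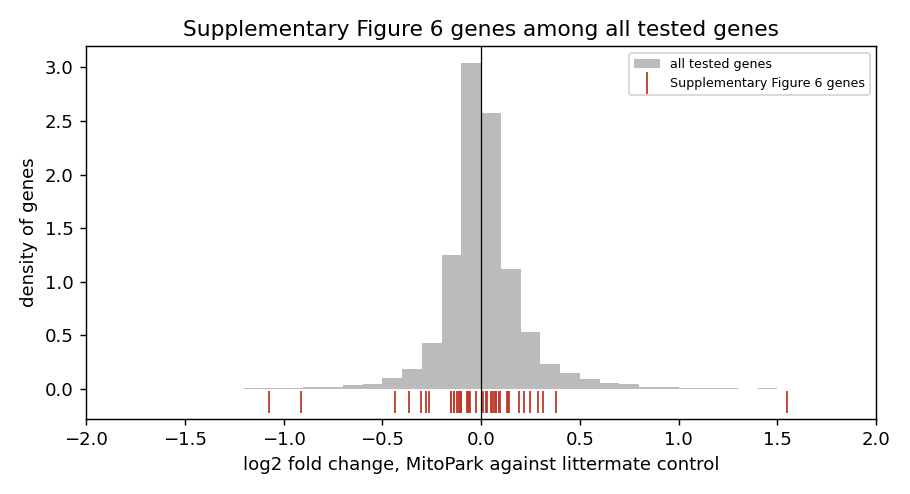
Distribution of the log2 fold change of MitoParks against littermate controls (x axis) over all 14568 tested genes (grey, density on the y axis; values beyond -2 and 2 are outside the plot), with a red tick below the axis for each of the 46 genes of Supplementary Figure S6. The red ticks lie on both sides of 0, from -1.07 to 1.55.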

With a focus on upregulated genes, Figure 9C shows the enriched clusters including GPCR signaling, metabolism process (e.g., lipid, lipidprotein, and glycerolipid), mitochondrial gene expression, dopamine receptor (DEGs of the top clusters are shown in Supplementary Figure S6). For metabolomic analysis, glycerol metabolite has the most significant overlap with the input query gene set, which agrees with our previous publication in MitoParks (Ghaisas et al., 2019) (Figure 9D). 

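For energy metabolism, the 90 tested nuclear genes of oxidative phosphorylation had a median log2 fold change of -0.01 in MitoParks, with 41 higher and 49 lower. Camera with an inter-gene correlation of 0.01 gave p = 0.57 (adjusted p = 0.658 over 15 gene sets). The block left the median at -0.01 (camera, adjusted p = 0.725). The sign of this median changed with total counts in place of TMM normalization, where it was 0.0046. The median of all tested genes changed sign as well, from -0.005 to 0.009. Leaving out 1 mouse moved the set in opposite directions, to 78 of 90 genes lower without littermate control 1 (camera, adjusted p = 0.000112) and to 67 of 90 higher without littermate control 2 (camera, adjusted p = 0.0435). No gene of the set had an unadjusted p below 0.05 (edgeR's quasi-likelihood test). From the DEGs and from the pathways, clusters and metabolites in which they were enriched (Figures 8, 9), the paper concludes that energy, mitochondria and dopamine are linked to neurodegeneration in MitoParks.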

Collectively, our RNA-seq results demonstrate energy, mitochondria, and dopamine association with MitoPark in neurodegeneration.

**Figure 8:**
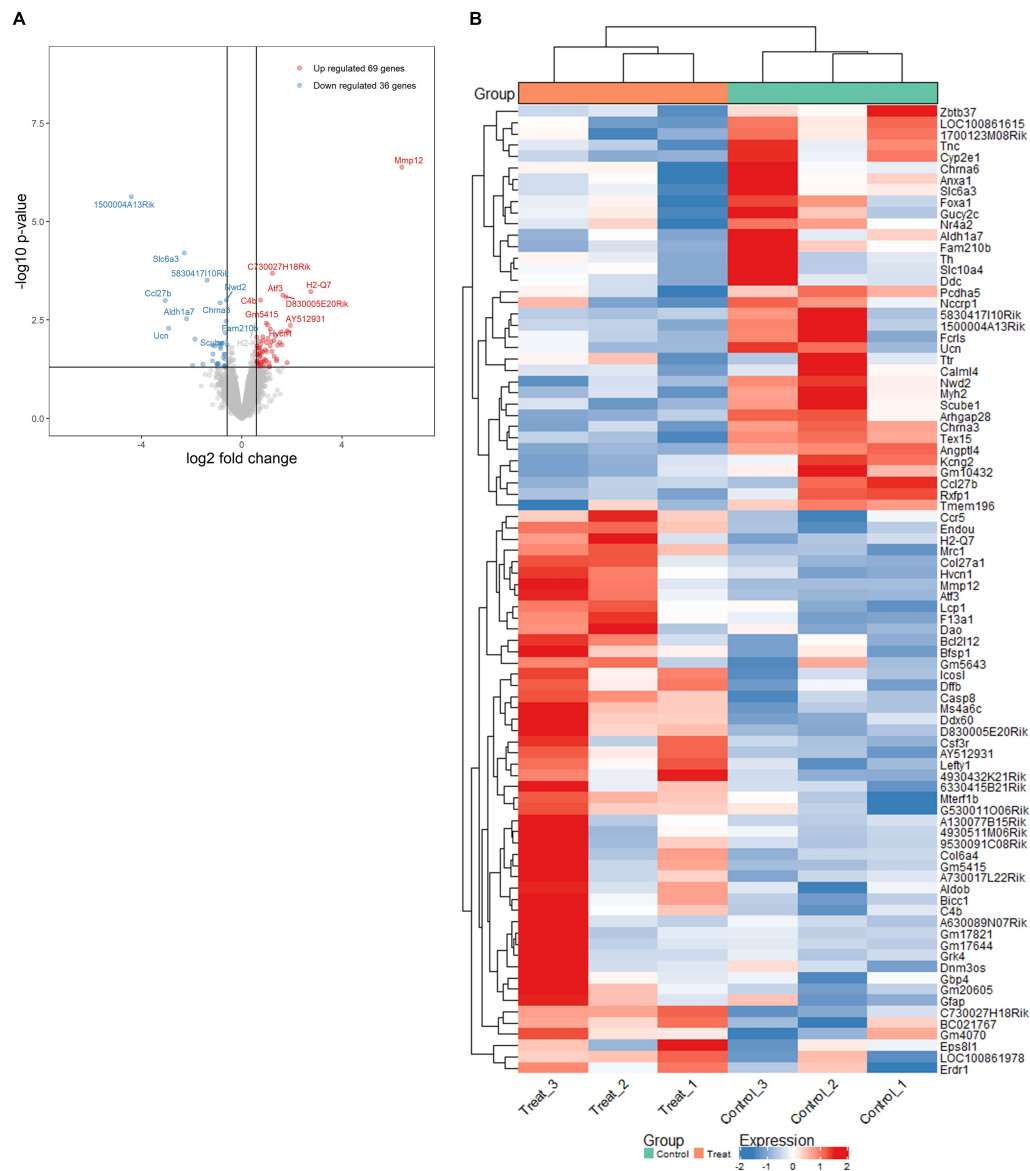
Mitochondria stress-induced transcriptomic alterations were profiled by RNA-seq in the SN of MitoPark mice. **(A)** Volcano plot of differentially expressed genes (DEGs) shows significance versus fold-change on the *y* and *x* axes, respectively. The top 15 significant genes were labelled. **(B)** Heat map shows the data of top DEGs where the individual values contained in a matrix are represented in colors. Red means high expression and blue means low expression.

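Chrna3, labelled in the volcano plot, was at 9.58 ± 0.825 CPM in littermate controls (SD, n = 3) and at 5.22 ± 0.825 CPM in MitoParks (SD, n = 3). Its log2 fold change was -0.87 (standard error 0.20), with an unadjusted p of 0.00157 and an adjusted p of 0.999 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The block gave a log2 fold change of -0.88 (unadjusted p = 0.0011). C730027H18Rik, also labelled, was higher in each MitoPark than in each littermate control, with a log2 fold change of 1.22 (standard error 0.27, exact permutation test, p = 0.1) and of 1.23 with the block. The labelled gene 1500004A13Rik varied widely within the littermate controls, with 7, 313 and 122 counts in littermate controls 1, 2 and 3 and 0, 9 and 9 in MitoParks 1, 2 and 3. The groups overlapped for this gene (exact permutation test, p = 0.3), and its log2 fold change was -4.397 without the block and -4.37 with it. It was not called by limma-voom. Ucn and AY512931 were below the filter on low counts and were not tested.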

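The heat map lists 86 genes, 50 higher and 36 lower in MitoParks. In the deposited counts 83 of them passed the filter on low counts, and all 83 changed in the direction of the heat map. The cutoffs were passed by 60 of the 86 genes, 33 upregulated and 27 downregulated. Of the other 26 genes, 21 passed them under at least 1 alternative test, normalization, filter or block with all 6 mice. With the replicate number as a block, 68 of the 86 genes passed the cutoffs in the direction of the heat map. Adjusted over the list alone, 21 genes had a p below 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), against 0 when adjusted over all 14568 genes. The list was drawn from the same mice, so this number does not show stability. With each mouse left out in turn, the number of heat map genes past the cutoffs fell to as few as 23, without MitoPark 3.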

**Figure 9:**
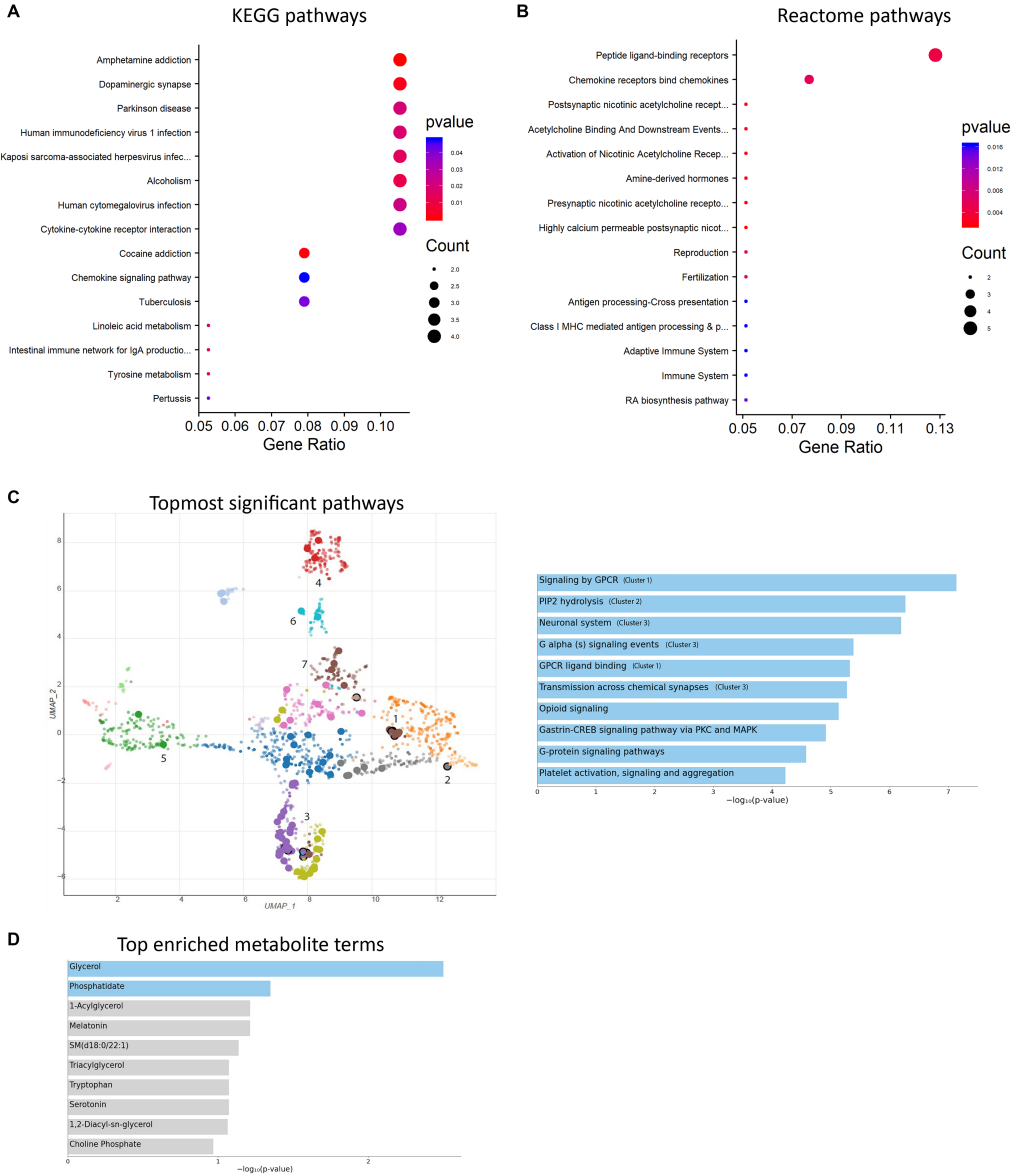
Enrichment analyses were performed. **(A)** KEGG pathway bubble plot shows the topmost 15 significant pathways associated with DEGs compared with the whole genome background. **(B)** Reactome pathway bar plot displays the topmost 15 gene-clustered pathways of a ranked list. **(C)** UMAP representation (left) and the topmost 10 significant pathways (right, labeled with clusters 1–3). Cluster 4: lipoprotein metabolism; cluster 5: mitochondrial gene expression; cluster 6: glycerolipid metabolism; cluster 7: dopamine receptor. **(D)** Top enriched metabolite terms. The top 10 enriched terms are displayed based on the -log10(*p*-value).

## Discussion

Epigenetic marks have been implicated in the perturbation of DAergic cellular homeostasis (Song et al., 2011; Huang et al., 2021). They are thought to be sensitive to environmental stimuli and measurable across human populations (Berdasco and Esteller, 2019). Our current study profiled genome-wide acetylation sites for the core histone H4 and, to our best knowledge, we identified for the first time H4K12ac as a key epigenomic mark in environmentally-linked PD models. The high fold-change (352.3-fold) renders H4K12ac to be a remarkable site relative to the many other sites on H4. Our findings were extended to MitoPark mice and postmortem PD SN tissues and sections for adding etiological and clinical relevance to our hypothesis that mitochondrial stress-induced H4K12ac plays an important role in PD.

Though we do not fully understand the contribution of H4K12ac to PD etiology, it is important to note that H4K12ac is also implicated in other cell types and neurodegenerative conditions. For example, H4K12ac levels selectively decline with aging and have been associated with memory impairment in aged animals (Peleg et al., 2010). Increased H4K12ac has also been observed in monocytes of AD mice and human patients (Plagg et al., 2015), hippocampal neurons and in mouse forebrain primary neuronal cultures (Wee et al., 2014; Ghosh et al., 2016), and post-mortem HD brains (Narayan et al., 2020). Given the certain similarities between neurodegenerative diseases, these findings highlight the potential of H4K12ac to be the enrichment mark specific to the progression of neurodegenerative diseases like AD, HD and PD. Interestingly, the elevated H4K12ac deposition we documented in the SN of human PD brains is coincidentally supported by the results of a prefrontal cortex study of PD from the Netherlands Brain Bank (NBB) and the Norwegian ParkWest study (PW) (Toker et al., 2021). Again, this evidence demonstrates that H4K12ac has potential to be an epigenetic mark signature for PD pathology or progression. The sensitivity of H4K12ac to low-dose, chronic paraquat treatment further suggests its potential as an early indicator of environmentally linked PD. Considering that H4K12ac and the other highly modified deposition site H3K27ac occur at slightly different timepoints (Huang et al., 2021), using a composite of H4K12ac and H3K27ac marks with other auxiliary diagnosis methods could be a good option for pathological diagnosis or progression prediction.

While H4K12ac mainly affects transcriptional regulation, there is emerging evidence suggesting crosstalk or indirect interactions between histone modifications and mitochondrial proteins through metabolites, such as acetyl-CoA and α-ketoglutarate in the tricarboxylic acid (TCA) cycle (Santos, 2021; Shi et al., 2021). However, it was not until recently that the epigenomic outcomes of mitochondrial dysfunction were extensively studied, showing mitochondria’s far-reaching impact on epigenetics including histone acetylation (Shi et al., 2021; Li et al., 2022; Ohshima et al., 2022). Mitochondrial proteins primarily function in energy production, metabolism, and cellular signaling. Histone acetylation like H4K12ac plays a role in gene expression by modulating chromatin accessibility and transcription factor binding. Any potential direct interaction between H4K12ac and mitochondrial proteins would likely involve mechanisms, such as altered transcriptional programs or signaling cascades, that affect mitochondrial function through changes in gene expression. Research into the broader impacts of histone acetylation like H4K12ac on cellular metabolism and mitochondrial function may reveal potential cellular pathologies in PD.

Histone modifications change consistently in response to environmental stimuli. Despite their impact on gene expression, they bookmark the genome with prior experience (e.g., environmental insult counter) without altering the DNA sequence. With this in mind, for future studies, we are curious to what extent lifelong experience/exposure can be accumulated, how many marked nucleosomes and units of histone acetylation occur before the cumulative epigenomic impacts trigger PD onset. Unlike histone hypermethylation, histone hyperacetylation is relatively dynamic and active, increasing its therapeutic potential for PD treatment depending to what extent its cumulative effects can be undone.

Previous data shows reduced levels of HDAC4 upon exposure to the environmental toxicant paraquat (Song et al., 2011; Mielcarek et al., 2013). To investigate HAT/HDAC homeostasis in this study, we applied neurotoxicant treatments to DAergic N27 neuronal cells and identified HDAC4 along with HDAC2 as modulators for acetylation dysregulation. As a Class IIa HDAC, HDAC4 plays an important role in synaptic function and neuronal degeneration (Li et al., 2012; Mielcarek et al., 2015; Lang et al., 2019). In addition, Mielcarek et al. (2015) reported that HDAC4 possesses multiple cellular functions and is regulated by UPS. Similarly, we report here that proteasome dysfunction comes along with aberrant HDAC4. Also, according to Paroni et al. (2008), HDAC4 can be regulated by protein phosphatase 2A (PP2A) through dephosphorylation, whose N-terminus interacts with the catalytic subunit of PP2A. Unlike HDAC2, HDAC4 can shuttle between the nucleus and the cytoplasm, acting as a transcription repressor in gene expression. As reported here, our cell models did not show nuclear accumulation of HDAC4 as some publications have reported (Li et al., 2012; Lang et al., 2019), but we did observe this phenomenon in our other studies of cells treated with the neurotoxicants H_2_O_2_ and MPP^+^ (data not shown). This pattern is possibly attributed to the property of HDAC4, whose response depends on the toxicity and surrounding conditions. Hence, investigating other experimental PD models in the future would enable us to provide further information on epigenetic mark writers, erasers, and readers.

Regarding DEG functions in PD pathology, future studies should be conducted to identify which genes are specifically required for H4K12ac deposition and how those genes contribute to PD etiology, including conventional gene-editing methods, such as gain- and loss-of-function mutations. Enhanced CRISPR/Cas9 techniques (e.g., dCas9) can engineer epigenomic modification to perform promoter/enhancer silencing/activation, the manipulation of gene regulation, and mechanistic exploration of epigenetic inheritance (Hilton et al., 2015; Kearns et al., 2015; Zlotorynski, 2015; Nuñez et al., 2021). As spatial transcriptomic techniques come of age, empowering neuroscientists to capture RNA from histological tissues and visualize mRNA distribution in the targeted brain regions (Vickovic et al., 2019), the application of spatial transcriptomics to PD pathological studies would be beneficial to link PD-specific transcriptomic signatures to their spatial context in neural circuits. Moreover, since epigenetic writers, readers, and players have unique expression patterns in certain regions, the technique will help us to identify their respective enrichments in the SN and striatum, pushing the mechanistic study forward from two to three dimensional. This would enable us to look beyond cellular physiological function to reveal epigenetic modification in the context of circuit connectivity and their crosstalk.

Although no pharmaceuticals are available that can specifically regulate the levels of H4K12ac, several strategies could be considered: (1) developing small molecule HAT inhibitors and HDAC activators that specifically target the acetylation of H4K12 could be a promising approach. This would involve high-throughput screening of compound libraries to identify potential candidates. Please note that several HDAC inhibitors are already approved for clinical use in various cancers (e.g., vorinostat, romidepsin). These inhibitors could be repurposed or further developed to target neurodegenerative diseases by modulating H4K12ac levels. (2) Utilizing gene therapy techniques to modulate the expression of enzymes involved in H4K12 acetylation, such as the specific HAT and HDAC that regulate H4K12ac levels. (3) Employing CRISPR-dCas9 technology for precise targeting of H4K12ac at specific genomic loci, thereby modulating gene expression in a controlled manner.

Owing to the limitation of current technology, neuroscientists are still unable to track the dynamic alteration of histone acetylation during exposure to neurotoxicants in real time. To cease disease progression or to start treatments at presymptomatic stages and to identify at-risk individuals, we need indicators to diagnose the onset of PD (Emamzadeh and Surguchov, 2018). Recent clinical reports recognized potential epigenetic biomarkers in the blood of PD patients (Wang et al., 2019; Go et al., 2020; Nabais et al., 2021). To build upon our acetylation findings, our lab will also be investigating histone methylation to unravel the full story of epigenetic dysregulation in PD pathogenesis since through methylation or acetylation, genes switch on or off between activation or repression, and if a site is methylated, it cannot be acetylated.

Overall, our study further characterizes the “mitochondrial stress—H4K12ac axis” to comprehensively unravel a novel signaling pathway underlying the etiology of PD. It provides evidence for the neuroepigenetic mechanism of PD pathogenesis and identifies H4K12ac as a potential pharmacoepigenomic mark as a candidate for therapeutic translation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE180408.

## Ethics statement

Ethical approval was not required for the studies on humans in accordance with the local legislation and institutional requirements because the samples used were from a previous study where approval had been obtained. The animal study was approved by the Institutional Animal Care and Use Committee (IACUC) at ISU. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

MH: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Resources, Software, Validation, Visualization, Writing – original draft, Writing – review & editing. HJ: Writing – review & editing. VA: Supervision, Writing – review & editing. AK: Supervision, Writing – review & editing. AGK: Conceptualization, Funding acquisition, Project administration, Supervision, Writing – review & editing.

# Supplementary material for: Mitochondrial stress-induced H4K12 hyperacetylation dysregulates transcription in Parkinson’s disease
**Source:** Front Cell Neurosci. 2024 Aug 12;18:1422362. doi: 10.3389/fncel.2024.1422362
**Supplement:** Supplementary file 1

## Supplementary Materials

### Mitochondrial Stress-induced H4K12 Hyperacetylation Dysregulates Transcription in Parkinson's Disease

#### Authors

Minhong Huang<sup>1#</sup>, Huajun Jin<sup>2</sup>, Vellareddy Anantharam<sup>2</sup>, Arthi Kanthasamy<sup>2</sup>, Anumantha G. Kanthasamy<sup>1,2\*</sup>

# Present affiliation: Department of Molecular Pharmacology and Experimental Therapeutics, 200 1<sup>st</sup> St SW, Mayo Clinic, Rochester, MN 55905

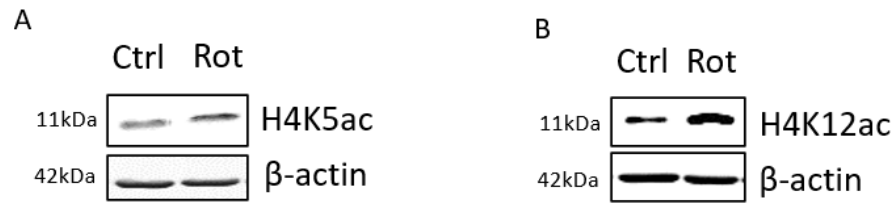

**Supplementary Figure 1. H4K12ac and H4K5ac deposition elevated in rotenone (Rot)-exposed N27 cells.** (A) Representative immunoblots for H4K5ac in Rot-treated N27s, and (B) representative immunoblots for H4K12ac with the same treatment.

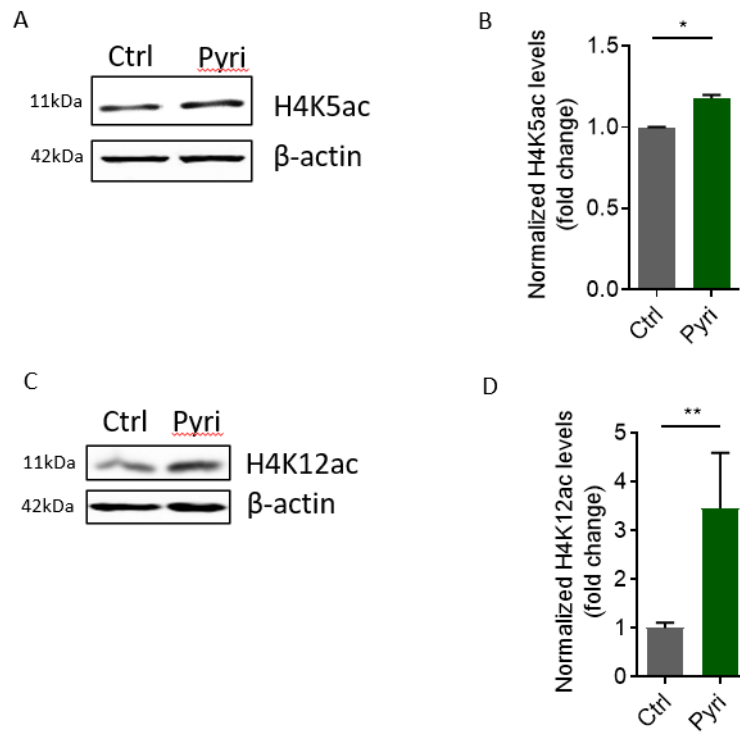

**Supplementary Figure 2. H4K5ac and H4K12ac deposition elevated in pyridaben (Pyri)-exposed N27 cells.** (A) Representative immunoblots for H4K5ac in Pyri-treated cells and (B) their quantification (n=2). (C) Representative immunoblots for H4K12ac with the same treatment together with (D) their quantification (n=5-6). Error bars show mean  $\pm$  s.e.m of unpaired two-tailed t tests. ns, not significant; \*p<0.05; \*\*p<0.01.

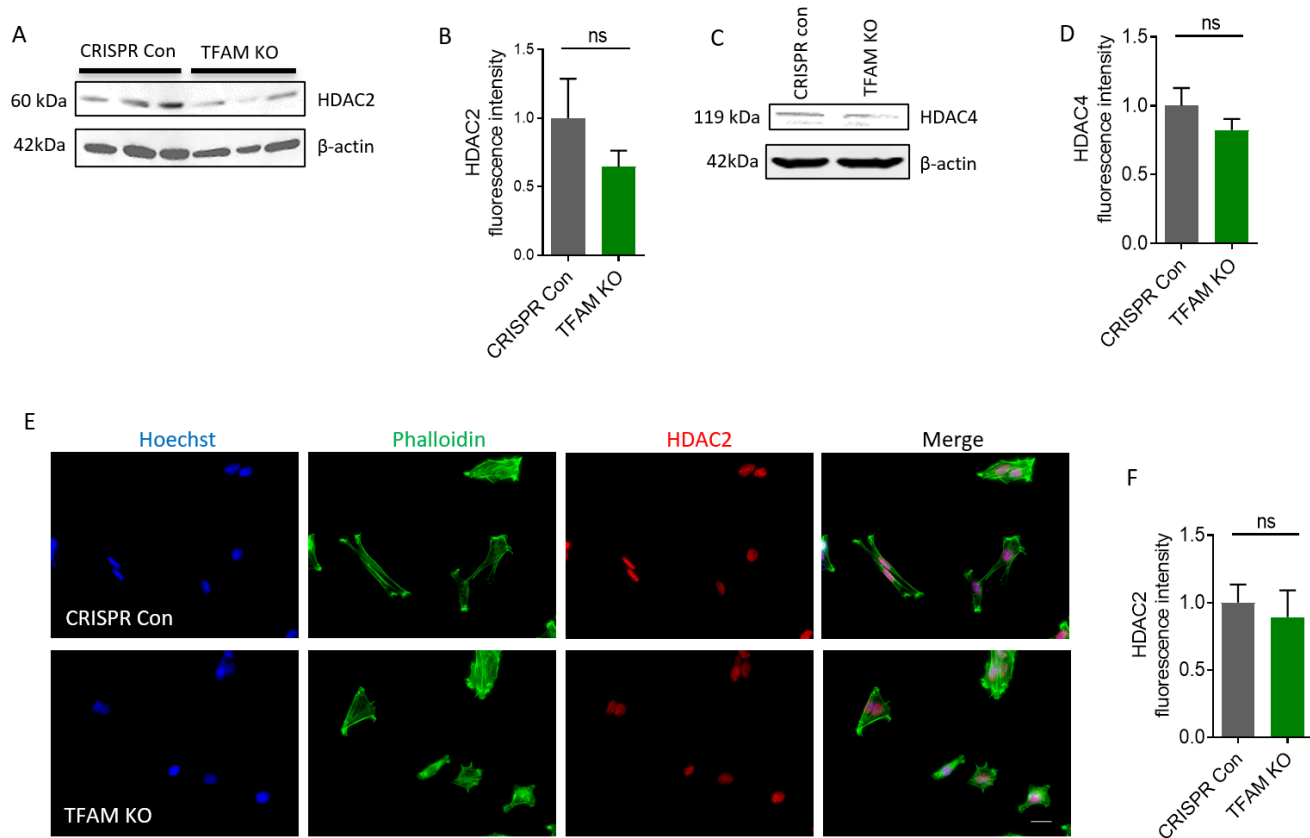

**Supplementary Figure 3. Translational levels of HDAC2 and HDAC4 decrease in TFAM-KO N27 cells.** (A) Immunoblots for HDAC2 in TFAM-KO N27 cells and (B) their quantification (n=3). (C) Representative immunoblots for HDAC4 in TFAM-KO N27 cells and (D) their quantification (n=8). Error bars show mean  $\pm$  s.e.m of unpaired two-tailed t tests. ns, not significant.

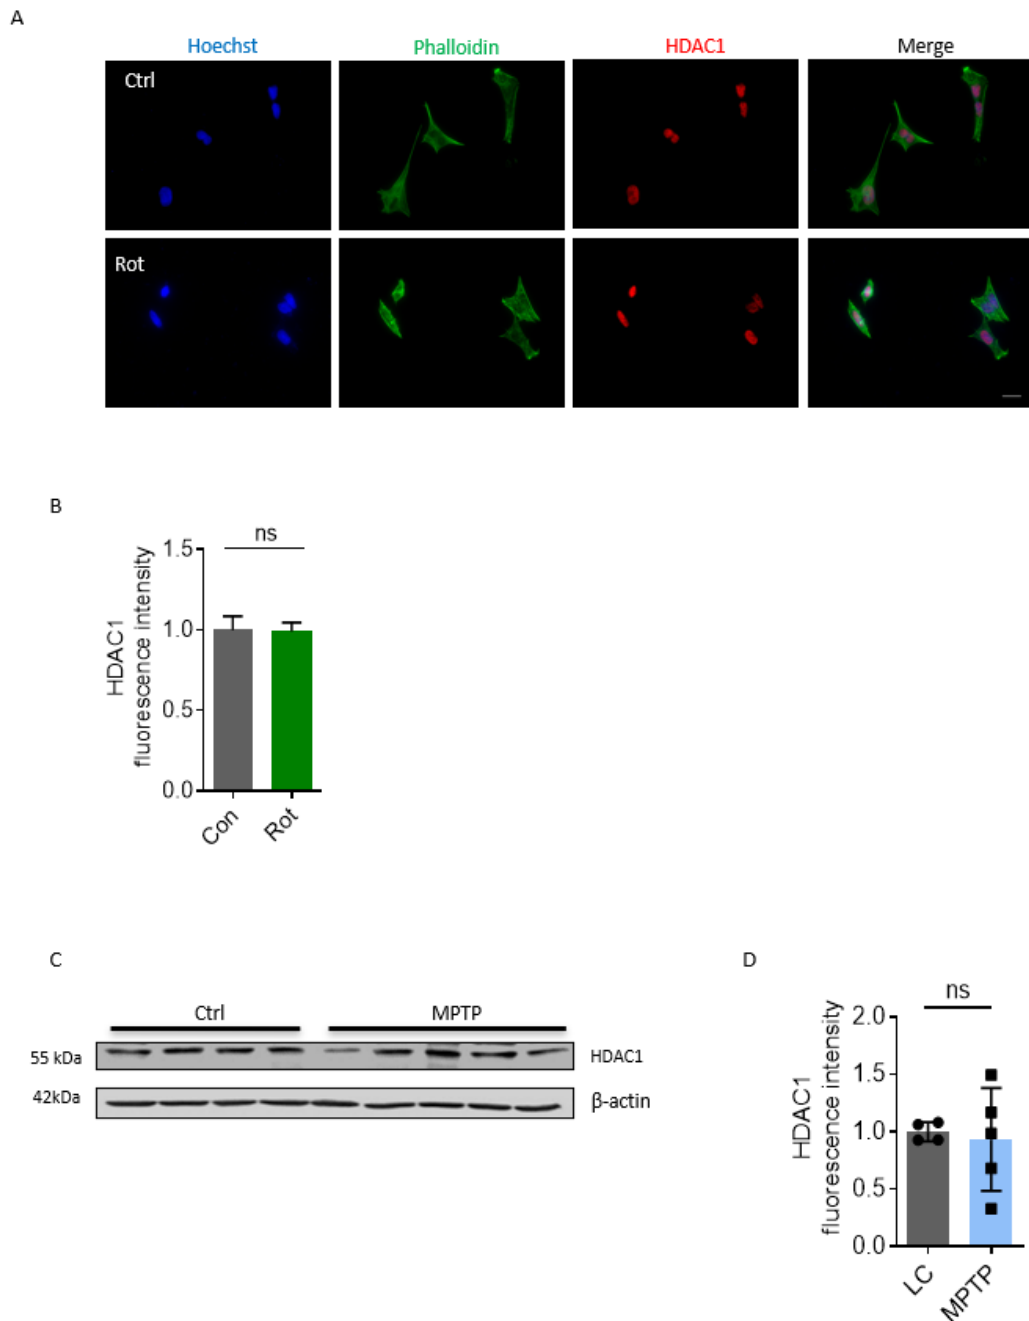

**Supplementary Figure 4. HDAC1 showed no significant change in rotenone (Rot)-treated N27 cells and MPTP-treated C57BL/6 mice.** (A) Immunohistochemistry for HDAC1 (red) and (B) its quantification in Rot-treated N27 cells (n=6). Independent experiments were repeated three times. (C) Immunoblots for HDAC1 in MPTP-treated C57BL/6 mice and (D) their quantification (n=4~5). Error bars show mean  $\pm$  s.e.m of unpaired two-tailed t tests. ns, not significant.

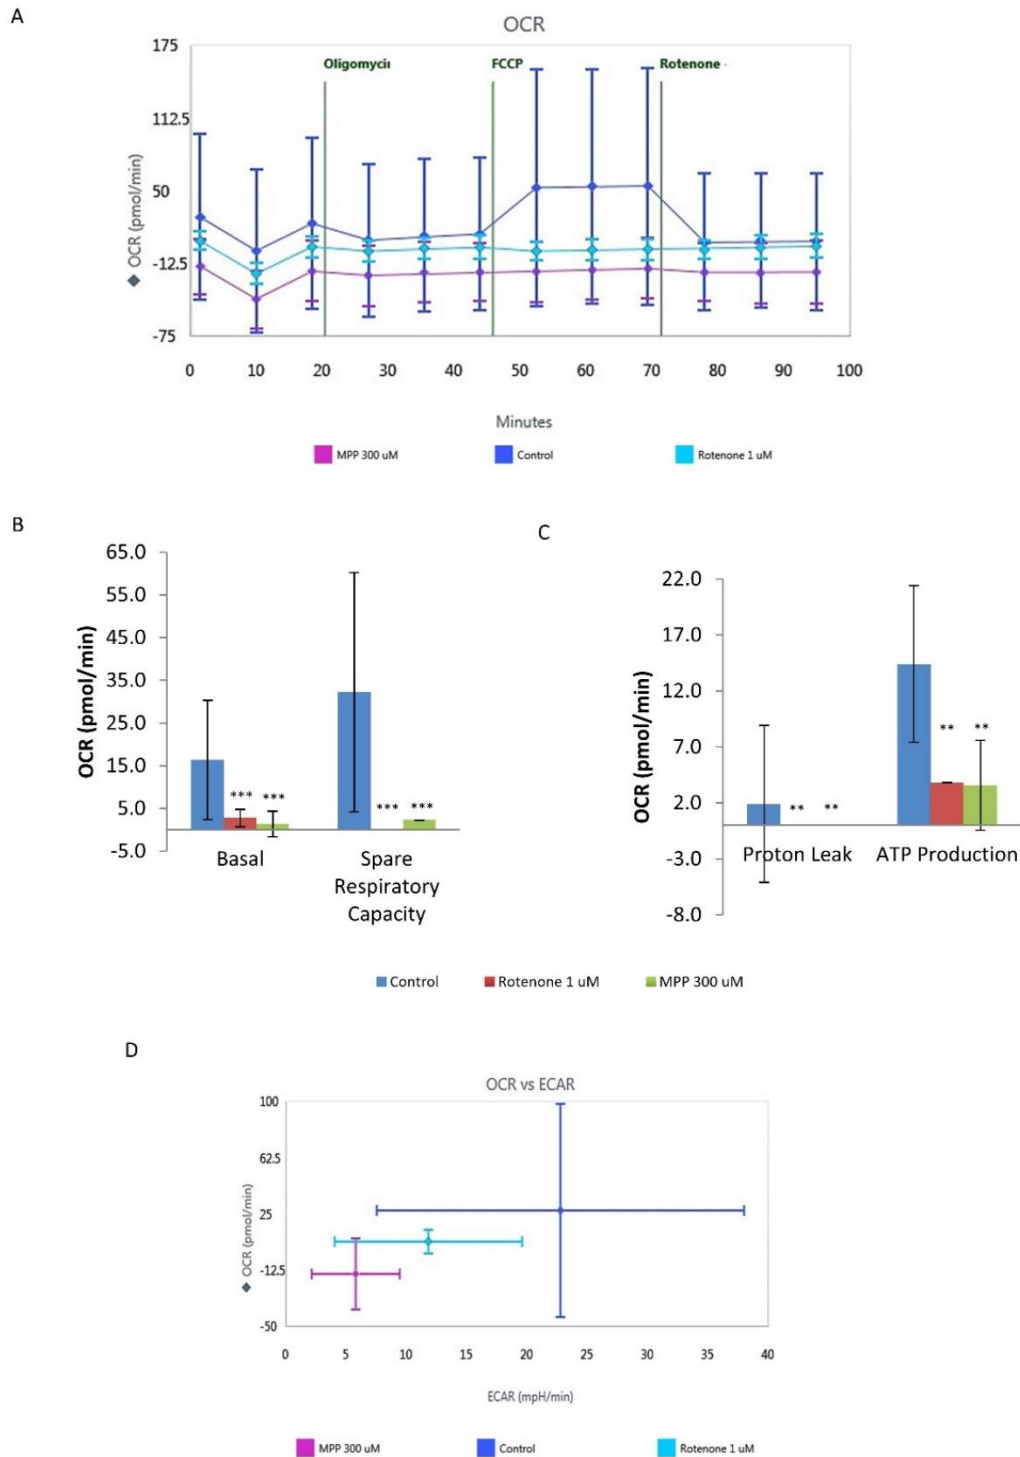

**Supplementary Figure 5. Impaired mitochondrial bioenergetics were analyzed in MPP-treated N27s.** (A, B, and C) Impaired mitochondrial bioenergetics via XFe24 Seahorse mitochondrial stress test displayed as (A) Respiration plot, (B) basal respiration and spare respiratory capacity, and (C) proton leak and ATP production (n=3). (D) Cellular phenotype plot comparing OCR on the y-axis and ECAR on the x-axis. Error bars represent mean  $\pm$  s.e.m. of one-way ANOVA followed by Tukey's post hoc test. ns, not significant; \*\*p<0.01; \*\*\*p<0.001.

| term                                            | p-value      | q-value  | overlap_genes                                                                                                                                                                                                                         |
|-------------------------------------------------|--------------|----------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Signaling by GPCR                               | 7.192183e-08 | 0.000038 | [OPRD1, PDE1B, DGKB, ITPR1, RASGRP2, MCHR1, ADCY5, PPP3CA, GRM5, GNG7, PENK, DRD1, CGA, DRD2, TAC1, RGS9, WNT2, PRKCH, FZD2, ANXA1, PDE2A, WNT7A, TACR1, PDYN, ADRA2C, PDE10A, ADORA2A, CAMK4, PPP1R1B, AVP, PDE7B, NGEF, MGLL, DGKI] |
| PIP2 hydrolysis                                 | 5.336210e-07 | 0.000111 | [PRKCH, DGKB, ITPR1, RASGRP2, DGKI, MGLL]                                                                                                                                                                                             |
| Neuronal system                                 | 6.281219e-07 | 0.000111 | [KCNG1, KCNJ4, KCNH4, ACTN2, CHAT, CACNA2D3, KCNA5, KCNAB1, AKAP5, ADCY5, SLC5A7, GNG7, CAMK4, KCNJ2, CACNG4, SLC18A3]                                                                                                                |
| G alpha (s) signaling events                    | 4.061192e-06 | 0.000466 | [PDE10A, ADORA2A, PDE1B, GNG7, PDE2A, DRD1, AVP, PDE7B, CGA, ADCY5]                                                                                                                                                                   |
| GPCR ligand binding                             | 4.697878e-06 | 0.000466 | [OPRD1, FZD2, ANXA1, WNT7A, TACR1, PDYN, ADRA2C, MCHR1, GRM5, ADORA2A, GNG7, PENK, AVP, DRD1, CGA, DRD2, TAC1, WNT2]                                                                                                                  |
| Transmission across chemical synapses           | 5.295439e-06 | 0.000466 | [KCNJ4, SLC5A7, ACTN2, GNG7, CAMK4, CHAT, CACNA2D3, AKAP5, CACNG4, KCNJ2, SLC18A3, ADCY5]                                                                                                                                             |
| Opioid signaling                                | 7.319964e-06 | 0.000552 | [PPP3CA, PDE1B, GNG7, CAMK4, PPP1R1B, ITPR1, PDYN, ADCY5]                                                                                                                                                                             |
| Gastrin-CREB signaling pathway via PKC and MAPK | 1.204435e-05 | 0.000795 | [PRKCH, ANXA1, DGKB, GNG7, ITPR1, TACR1, AVP, RASGRP2, TAC1, MCHR1, MGLL, DGKI]                                                                                                                                                       |
| G-protein signaling pathways                    | 2.611389e-05 | 0.001532 | [PPP3CA, PRKCH, PDE1B, GNG7, ITPR1, AKAP5, PDE7B, ADCY5]                                                                                                                                                                              |
| Platelet activation, signaling and aggregation  | 5.896063e-05 | 0.003113 | [PRKCH, ACTN2, DGKB, ACTN1, GNG7, ALB, ITPR1, RASGRP2, ADRA2C, MGLL, DGKI]                                                                                                                                                            |

**Supplementary Figure 6. Upregulated DEGs in top 10 significant pathways.** Data analysis using BioPlaenet 2019 follow the published protocol (1, 2).

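The figure lists, for each of the most significant pathways of the BioPlanet collection, genes that the paper calls upregulated DEGs, under human gene symbols. These symbols were matched to the mouse symbols of the deposited counts. Of the 49 listed genes, only Anxa1 is in the heat map of Figure 8B, and there it is lower. The paper gives 69 upregulated genes, and the heat map lists 50 higher genes. If those 50 are among the 69, the 49 genes of this figure cannot all be. In the main comparison Anxa1 was the gene of the list past the cutoffs, and it was lower in MitoParks, at 2.13 ± 1.05 CPM against 4.55 ± 2.11 CPM in littermate controls (SD, n = 3 in each group). Its log2 fold change was -1.07 (standard error 0.44), with an unadjusted p of 0.0367 and an adjusted p of 0.999 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Anxa1 was singled out after its values were seen. The block left its log2 fold change at -1.07 (unadjusted p = 0.0137). Anxa1 stayed past both cutoffs in 3 of the 6 fits that each left out 1 mouse. Its log2 fold change ranged from -1.42 to -0.63 in these 6 fits. Avp was upregulated past the cutoffs with the replicate number as a block, at a log2 fold change of 1.28 (unadjusted p = 0.0136 from edgeR's quasi-likelihood test). Without littermate control 1, Avp and Pdyn were. Avp and Pdyn, too, were named after their values were seen. Hypothalamic marker genes were higher in the same fits. Their median log2 fold change was 0.21 with the block and 1.21 without littermate control 1. A different share of neighbouring tissue in the dissection is therefore not excluded for Avp and Pdyn.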

## Reference

1. H. Zhang *et al.*, 3D CRISPR screen in prostate cancer cells reveals PARP inhibitor sensitization through TBL1XR1-SMC3 interaction. *Front Oncol* **12**, 999302 (2022).
2. R. Huang *et al.*, The NCATS BioPlanet - An Integrated Platform for Exploring the Universe of Cellular Signaling Pathways for Toxicology, Systems Biology, and Chemical Genomics. *Front Pharmacol* **10**, 445 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

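RNA from the SN of 3 MitoPark mice and 3 littermate controls was analysed, at 17 weeks of age by the paper and 16 to 17 weeks by the sample labels. The authors estimated expected counts per gene with RSEM after mapping reads to UCSC transcripts with Bowtie2, and deposited these expected counts without normalization. The table holds 24054 genes, and 0 columns belong to no mapped sample. A second paragraph of the paper's methods describes another alignment, RPKM values, which the deposited table does not hold, and a cutoff of an adjusted p below 0.05. Between 11.91% and 14.11% of the values per mouse were not whole numbers. The groups were taken from the sample labels and the paper. The replicate numbers used to pair the mice came from the labels, and no litter or batch is known behind them.

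From there, the expected counts were rounded to whole numbers. Genes with a mean CPM above 1 in at least 1 group were kept, the counts were normalized by TMM, and edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model with the 2 groups and no other term. DEGs were genes with an unadjusted p below 0.05 and a fold change above 1.5. The first paragraph of the methods gives these cutoffs without saying whether the p is adjusted. Adjusted p-values are Benjamini-Hochberg values over all genes tested. Gene sets were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 15 gene sets. Reactome pathways came from the 1457 mouse sets supplied with fgsea 1.28.0, matched through gene identifiers. Of the gene names in the table, 22542 matched a current symbol, 1352 matched a synonym and 160 matched neither. Exact permutation tests used log2(CPM + 0.1). Other versions were DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

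The total expected counts ranged from 8140777 to 10528602 per mouse, with a median of 10486954 in littermate controls and 8670556 in MitoParks. The 10 genes with the most counts took between 3.19% and 5.19% of each total. A group whose mice all had 3 counts or fewer was treated as being at the level of 3 counts, and fold changes against it are lower bounds. Counting error is only part of the error, since reads carry no molecular identifiers. Within groups, the counts of no pair of mice differed by as little as sampling noise, with a chi-square per degree of freedom of 9.68 or more, so each mouse was counted as 1 replicate.

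The procedure was tested on simulated data with the real genes, means and library sizes. At the cutoffs used here it recovered 96% of 198 changed genes, with 232 unchanged genes called as well. All simulated changes were at least 2-fold, up or down. Changes between the 1.5-fold cutoff and 2-fold were not simulated, so this share does not cover them. On simulated counts without any change, 4.8% of 14461 genes had an unadjusted p below 0.05, and 245 genes were called as DEGs. The comparison of the mice gave 84 DEGs.

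Alternatives were edgeR's exact test, likelihood ratio test and robust dispersion, DESeq2's Wald test, limma-voom, RLE, upper quartile and total count normalization, 3 other filters, unrounded counts, the replicate number as a block, and each mouse left out in turn. For gene sets, the inter-gene correlation was also estimated from the data, and for the Reactome pathway the background and the direction of the DEGs were varied. A surrogate variable, a correction of each library for GC content (lowess, span 0.3) and that correction with the block were added after the data were seen. GC content and transcript length came from the longest GENCODE M21 transcript of each gene, found for 14450 genes, or 99.2% of those tested.

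The genes named are those the paper names or labels for its RNA-seq, Tfam, the dopaminergic genes of Figure 8B, HDAC genes and a few others the paper names for other experiments, and up to 10 genes per direction with the smallest p among DEGs whose groups did not overlap. Genes outside this rule are marked as named after their values were seen, and some genes are not reported here. KEGG and metabolite sets were not used here, so those enrichments were not analysed.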

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

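The tests of normalization, of single mice, of library size, of blood and of other splits of the mice were chosen after the results were seen. The tests with a GC correction were set before the corrected values were computed, but the correction was added after the data were seen.

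The paper does not report marker sets of microglia or reactive astrocytes. Both lists were written before the counts were seen, and in both the score of each MitoPark was above that of each littermate control. One of the reactive astrocyte markers, C4b, is a gene the paper names. The 14 microglia markers had a median log2 fold change of 0.22, with 13 of 14 genes higher. Camera with an inter-gene correlation of 0.01 gave p = 2.42e-09 (adjusted p = 1.82e-08 over 15 gene sets), and with the correlation estimated it gave p = 0.0829 (adjusted p = 0.311). The scores were -0.302, -0.103 and 0.025 in littermate controls 1, 2 and 3 and 0.033, 0.035 and 0.255 in MitoParks 1, 2 and 3, so littermate control 3 and MitoPark 1 nearly touched. With the replicate number as a block the median was 0.23 (camera with an inter-gene correlation of 0.01, adjusted p = 3.16e-08). Related lists had scores that overlapped between the groups. The 8 tested activated microglia and macrophage markers were all higher, with a median of 0.22 (camera, adjusted p = 0.000346). Their score was 0.059 in littermate control 3 and -0.066 in MitoPark 1. The 9 astrocyte markers had a median of 0.12, with 7 higher and 2 lower (camera, adjusted p = 0.0158).

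Residual blood is a candidate explanation for the microglia markers, since blood cell markers rose by more, with a median log2 fold change of 0.34 over 7 genes. The scores of the blood cell markers overlapped between the groups, however, at -0.481, 0.153 and -0.082 in littermate controls and -0.017, 0.002 and 0.5 in MitoParks. Normalization did not account for the rise of the microglia markers, as the lowest median under another normalization was 0.2216. With a mouse left out, the lowest median was 0.122. After the GC correction the median was 0.2202. A relation with library size was not detectable across the 6 mice (Pearson r = -0.154, exact permutation p = 0.779, adjusted p = 0.779 over 4 relations; Spearman rho = -0.429, exact permutation p = 0.419; r without the 2 farthest mice 0.014). Of the 4 splits of the mice that part all same-numbered pairs, 1, the real one, gave a median as far from 0, as did 3 of all 10 splits. With 4 or 10 splits no share under 0.05 can arise whatever the data, so this test cannot decide. In MitoPark 2 the score of the blood cell markers was lower than in littermate control 2 and that of the microglia markers higher, which in this 1 pair goes against blood as the whole explanation. The rise cannot be told apart from a chance division of the mice, nor from an effect of blood on part of it. A microglial response to the loss of Tfam remains a hypothesis.

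The 7 tested reactive astrocyte markers had a median log2 fold change of 0.0889, with 5 higher and 2 lower. Camera with an inter-gene correlation of 0.01 gave p = 0.00323 (adjusted p = 0.00969), and with the correlation estimated it gave p = 0.0512 (adjusted p = 0.311). The scores were -0.119, -0.117 and 0.016 in littermate controls 1, 2 and 3 and 0.168, 0.03 and 0.265 in MitoParks 1, 2 and 3. The median was 0.13 with the block (camera with an inter-gene correlation of 0.01, adjusted p = 5.78e-05). Without the filter on low counts 10 genes entered and the median was -0.031 (camera, adjusted p = 0.219). Without MitoPark 3, 4 genes were higher and 3 lower (camera, adjusted p = 0.221). The lowest median under another normalization was 0.09, the lowest with a mouse left out 0.0337, and the median after the GC correction 0.1006. A relation of the score with library size was not detectable (Pearson r = -0.587, exact permutation p = 0.236, adjusted p = 0.315; Spearman rho = -0.6, exact permutation p = 0.242; r without the 2 farthest mice -0.295). All 4 splits that part the same-numbered pairs gave a median as far from 0 or farther, as did 9 of all 10 splits. This rise cannot be told apart from a chance division of the mice.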

How the results depend on the processing

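The alternatives were set before the data were examined, apart from the surrogate variable, the GC correction and the GC correction with the block, which were chosen after seeing the data. The alternatives for the microglia and reactive astrocyte markers were chosen after seeing the data as well. Camera uses the same fit under edgeR's exact test and likelihood ratio test as under its quasi-likelihood test, so gene sets were not tested again there.

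The 84 DEGs became 176 without a filter on low counts (107 up, 69 down), 136 with 1 surrogate variable (100 up) and 130 with the replicate block and GC correction (87 up). With the replicate block alone 126 DEGs were found, 83 of them up. For these and the other changes below, the cause was not tested. Of the 84 DEGs, 79 were shared without the filter, 72 with the block and 59 under DESeq2. Across the 6 fits that each left out 1 mouse, from 62 to 219 DEGs were found, from 26 to 152 up and from 27 to 77 down, and between 29 and 53 of the 84 were shared. Of 161 genes with an unadjusted p below 0.05, 0 had an adjusted p below 0.05. That number was 1 under edgeR's exact test, 1 under its likelihood ratio test (Mmp12 in both), 1 with the replicate block and 1 with the replicate block and GC correction (1500004A13Rik in both). The smallest adjusted p ranged from 0.00103 to 1 across the alternatives. From 23 to 52 heat map genes passed the cutoffs when a mouse was left out, against 60.

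The dopaminergic neuron genes kept a median of -0.57 with the estimated inter-gene correlation, but camera's p rose to 0.081. The same change took camera's p to 0.0829 for the microglia markers (median 0.2211) and to 0.0512 for the reactive astrocyte markers (median 0.0889). The last set reversed to -0.031 without a filter, and its median ranged from 0.0337 to 0.4434 with a mouse left out. Camera's p for it was 0.102 without a filter and 0.118 without MitoPark 3. With total counts in place of TMM, the medians of the oxidative phosphorylation genes and of the mitochondrial ribosomal protein genes reversed to 0.0046 and 0.0034. The median of all tested genes moved from -0.005 to 0.009 with the same change, so this reversal is not specific to the 2 sets. With a mouse left out they ranged from -0.0728 to 0.0482 and from -0.0448 to 0.0455, and the median of the Supplementary Figure 6 genes from -0.129 to 0.0315. Some of these fits had a camera p below 0.05 before adjustment, in opposite directions. The oxidative phosphorylation genes were lower without littermate control 1 (camera, adjusted p = 0.000112) and higher without littermate control 2 (camera, adjusted p = 0.0435), and the mitochondrial ribosomal protein genes were lower without littermate control 1 (camera, adjusted p = 0.0343) and higher without littermate control 2 (camera, adjusted p = 0.0506). The Supplementary Figure 6 genes were lower without littermate control 3 (camera, adjusted p = 0.000583) and without MitoPark 1 (camera, adjusted p = 0.0204). The dopaminergic median stayed negative under every alternative run, and was -0.05 without littermate control 3.

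Peptide ligand-binding receptors held 10 DEGs with the replicate block, 11 with the replicate block and GC correction and 7 with 1 surrogate variable, against 4. Among upregulated DEGs alone there was 1, and under DESeq2's Wald test 2, and neither passed Fisher's exact test (p = 0.333 and p = 0.082). Among downregulated DEGs alone there were 3 (Fisher's exact test, p = 0.00114), so most of the 4 were lower in MitoParks. With a mouse left out there were from 2 to 8, with a p below 0.05 without littermate control 1 and without MitoPark 3.

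Among 45 named genes, the Hdac2 log2 fold change reversed to 0.0021 with total counts, to 0.0144 with the GC correction and to 0.0092 with the replicate block and GC correction, and the Prkcb log2 fold change to 0.0035 with total counts. Under the alternatives with all mice, 16 other values became weaker and 15 stronger. With a mouse left out, 42 values became weaker and 8 stronger, and 16 reversed. Log2 fold changes then ranged from -0.9979 to 0.0658 for Th, from -1.2971 to 0.1427 for Slc10a4, from -0.0268 to 0.1199 for Hdac1, from -0.0608 to 0.0727 for Hdac2, from -0.0065 to 0.1351 for Hdac3, from -0.19 to 0.0935 for Hdac4, from -0.0988 to 0.0572 for Rtn1 and from -0.0397 to 0.0358 for Prkcb. Depth limits Mmp12, H2-Q7, Ccl27b, Ucn and AY512931, whose fold changes are lower bounds.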

Differences from the paper's values

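The paper's 69 upregulated and 36 downregulated genes compare with 55 and 29 here, within 1.5 times of each other. EdgeR's likelihood ratio test gave 66 and 36, the fit without MitoPark 3 gave 26 and 36, and the fit with 1 surrogate variable, chosen after seeing the values, gave 100 and 36.

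The paper's heat map (Figure 8B) shows 86 DEGs, and 26 of these were not past the cutoffs here. All 83 that were tested changed in the paper's direction. Of the 26 genes, the fit without a filter on low counts called 17, the replicate block 13, the likelihood ratio test 8, the exact test 6, DESeq2 5, limma-voom 5, total counts 1 and the filter on all mice of a group 1. The surrogate variable and the block with a GC correction, both chosen after seeing the values, called 13 each. With a mouse left out, between 1 and 14 were called. Th, Slc10a4, Ttr, A630089N07Rik and Gm17821 were called by none of the alternatives with all mice that were set before the data were examined. Their log2 fold changes were -0.70, -0.94, -1.95, 0.63 and 0.59. Th and Slc10a4 were called without littermate control 2, Ttr without littermate control 3, and the other 2 genes without MitoPark 1 and without MitoPark 2. The surrogate variable also called A630089N07Rik. Ttr, A630089N07Rik and Gm17821 were named after their values were seen.

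The paper presents the genes of Supplementary Figure 6 as upregulated DEGs. Here 0 of the 46 tested genes were upregulated past the cutoffs, 1 had an unadjusted p below 0.05, and 25 were lower in MitoParks. Anxa1 was past the cutoffs and lower, with a log2 fold change of -1.07. Avp was upregulated past the cutoffs with the replicate block, and also with the surrogate variable and with the block and GC correction, both chosen after seeing the values. Without littermate control 1, Avp and Pdyn were. Hypothalamic markers were higher in these fits too, with medians from 0.07 with the surrogate variable to 1.21 without littermate control 1. A difference in dissection is therefore not excluded for Avp and Pdyn.

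The paper ranks peptide ligand-binding receptors first among Reactome pathways, by significance and by number of DEGs. Here the pathway stood in place 9 by p and in place 5 by number of DEGs. By p it stood in place 1 with the replicate block, and with the surrogate variable and the block with GC correction, both chosen after seeing the values. By number of DEGs no setting placed it above place 4.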

Other observations

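The tests of single mice and of library size, the test of Tfam and the test of striatal tissue were chosen after the results were seen, as were the splits of the mice for the gene sets.

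The division of the mice into MitoParks and littermate controls gave fewer DEGs than any other division of the same 6 mice. It gave 84 DEGs, and the other 9 splits gave between 103 and 679. All 4 splits that part the same-numbered pairs gave at least as many DEGs. The real division gave 0 genes with an adjusted p below 0.05 (161 with an unadjusted p below 0.05), which each of the 4 splits equals or exceeds by construction. The other 6 splits keep 2 same-numbered pairs together. With 4 or 10 splits no share under 0.05 can arise. As large a result came from 3 of the 4 splits for the Supplementary Figure 6 genes, 2 for the dopaminergic neuron genes, 4 for the oxidative phosphorylation genes, 3 for the mitochondrial ribosomal protein genes and 1, the real one, for the DEGs in peptide ligand-binding receptors. Of all 10 splits, 8, 6, 10, 9 and 7 did for these 5 in the same order.

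Unadjusted p-values below 0.05 were also rarer than chance gives, at 1.11% of genes. A surrogate variable raised the share to 2.12% and the GC correction to 1.28%. With the replicate number as a block the share was 2.22%. Among the 10440 genes with a mean CPM above 10 it was 0.7%. None of these brought the share to 5%. On simulated counts without change the test gave a share of 4.8%, with 245 DEGs, which is more than the 84 in the mice. The simulated genes are independent of each other, unlike genes in these mice. The share was 4.49% without MitoPark 2, the largest of the 6 fits that left out a mouse. No biological explanation was tested.

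The dopaminergic genes differed between mice of the same group. The median log2 score of the 23 genes was -0.194, -0.036 and 1.129 in littermate controls 1, 2 and 3 and -0.91, 0.117 and -0.02 in MitoParks 1, 2 and 3. Across the 6 mice the score fell as the score of hypothalamic markers, a list written before its values were seen, rose (Pearson r = -0.919, exact permutation p = 0.0125, adjusted p = 0.05 over 4 relations; Spearman rho = -0.886, exact permutation p = 0.0333; r without the 2 farthest mice -0.983). A different share of neighbouring tissue in the dissection is therefore a candidate explanation for part of this spread. Library size is close to the limit set for it (Pearson r = 0.751, exact permutation p = 0.05, adjusted p = 0.1; Spearman rho = 0.543, exact permutation p = 0.297; r without the 2 farthest mice 0.825), and with 6 mice it cannot be set aside. The median log2 fold change of the set was -0.0536 without littermate control 3 and -0.3635 without MitoPark 1, so that median depends on littermate control 3. With the replicate number as a block, 11 of the 23 genes had an unadjusted p below 0.05, against 4 without it, and Slc6a3, Ddc, Nr4a2 and Foxa1 were lower in MitoPark in all 3 same-numbered pairs. The hypothalamic markers had a median log2 fold change of 0.12 without the block (camera, adjusted p = 0.293). With the block it was 0.21, with 9 higher and 5 lower (camera, adjusted p = 0.00249), which goes with a difference in dissection. The score of the hypothalamic markers was 1.213, 0.186 and -1.83 in littermate controls and 1.07, -0.012 and -0.05 in MitoParks. In the pair with replicate number 1 both scores were lower in MitoPark, which goes against the dissection as the whole explanation there, while in the other 2 pairs they moved in opposite directions. In the pair with replicate number 2, however, the hypothalamic score and the 4 genes just named were all lower in MitoPark, which for these genes goes against the dissection as well. These 4 genes were singled out after their values were seen. A part of the difference in the set as a whole cannot be told apart here from a difference in dissection.

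Tfam was lower in every MitoPark mouse, and all 22 alternatives kept it lower with an unadjusted p below 0.05, with 0 exceptions. Without littermate control 3 the log2 fold change of Tfam was -0.3602. In that fit the median of the dopaminergic genes was -0.05, with 9 higher and 13 lower, while Slc6a3 was still lower, at -0.97. MitoParks carry Cre at 1 copy of Slc6a3 by the paper's methods, so this gene alone does not measure the number of neurons. Most of the difference in Tfam was thus left where little of that in the dopaminergic set was, but a smaller number of dopaminergic neurons was not excluded for a part of it. By the paper's methods, MitoParks are homozygous and control mice heterozygous for the floxed Tfam allele in all cells. Whether that allele changes Tfam or how its reads were counted was not tested, and the adjusted p was 0.999, so a lower level through the deletion is a hypothesis.

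MitoPark 3 had 81 genes more than 1.5-fold above all other mice, among 12354 genes with a mean log2 CPM above 2, against between 4 and 24 in the other 5 mice. Littermate control 3 had 86 genes as far below all other mice, against between 13 and 42 in the others. Of the 55 upregulated DEGs, however, only Slc6a4 was raised in MitoPark 3 alone, and Slc6a5 in MitoPark 2 alone, both named after their values were seen. Without MitoPark 3, 17 of the 55 upregulated DEGs were shared, the fewest of the fits that left out a mouse. Nuclear-retained RNAs, a list written before its values were seen, scored 0.271 higher in MitoPark 3 than in the next mouse, which is under the margin of 0.3 set for this test. Its total count, 8670556, lay within the range of the other mice. Across genes, which are not independent replicates, its deviation had a Spearman rho of -0.116 with transcript length and of 0.149 with GC content. In MitoPark 2 and MitoPark 1 the rho with GC content was -0.447 and 0.355.

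Striatal tissue in the dissection was tested as an explanation for the Supplementary Figure 6 genes. The 18 striatal projection neuron markers had a median log2 fold change of 0.08 (camera with an inter-gene correlation of 0.01, p = 0.527, adjusted p = 0.658), but 11 of the 18 are themselves in the figure, so this largely repeats the result for the figure's genes and cannot decide.

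The paper names HDACs for other experiments, which measured protein by immunoblot or staining. It reports lower HDAC2 and HDAC4 protein in the SN of MitoParks older than these. It also reports more HDAC4 staining at 16 to 17 weeks than in younger MitoParks. The counts here are of RNA, so they do not test those protein results. In the SN counts, the log2 fold changes of Hdac1, Hdac2, Hdac3 and Hdac4 were 0.06, -0.01, 0.04 and -0.10 (0.0021 for Hdac2 with total counts in place of TMM), with unadjusted p-values of 0.622, 0.93, 0.742 and 0.635 from edgeR's quasi-likelihood test. With the block these p-values were 0.624, 0.894, 0.749 and 0.68. The paper analysed Tspan7, Rtn1 and Prkcb by RT-qPCR in cultured cells exposed to rotenone, not in the SN. In the SN counts their log2 fold changes were -0.06, -0.015 and -0.01, and -0.06, -0.018 and -0.01 with the block.

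The sample labels used here give no sex, and the paper's methods state that equal numbers of males and females were allocated. Xist was at 1.56, 828 and 841 CPM in littermate controls 1, 2 and 3 and at 854, 2.12 and 1191 CPM in MitoParks 1, 2 and 3. Ddx3y was at 117, 0.0948 and 0.098 CPM and at 0, 168 and 0 CPM in the same order. Littermate control 1 and MitoPark 2 thus had the pattern of males in these sex-linked genes, and the other mice that of females. The mice with replicate numbers 1 and 2 therefore differed in this pattern within each pair. No term for sex was fitted, and the replicate block does not hold it constant.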
